# The tumour microenvironment creates a niche for the self-renewal of tumour-promoting macrophages in colon adenoma

**DOI:** 10.1038/s41467-018-02834-8

**Published:** 2018-02-08

**Authors:** Irene Soncin, Jianpeng Sheng, Qi Chen, Shihui Foo, Kaibo Duan, Josephine Lum, Michael Poidinger, Francesca Zolezzi, Klaus Karjalainen, Christiane Ruedl

## Abstract

Circulating CCR2^+^ monocytes are crucial for maintaining the adult tissue-resident F4/80^hi^MHCII^hi^ macrophage pool in the intestinal lamina propria. Here we show that a subpopulation of CCR2-independent F4/80^hi^MHCII^low^ macrophages, which are the most abundant F4/80^hi^ cells in neonates, gradually decline in number in adulthood; these macrophages likely represent the fetal contribution to F4/80^hi^ cells. In colon adenomas of *Apc*^Min/+^ mice, F4/80^hi^MHCII^low^ macrophages are not only preserved, but become the dominant subpopulation among tumour-resident macrophages during tumour progression. Furthermore, these pro-tumoural F4/80^hi^MHCII^low^ and F4/80^hi^MHCII^hi^ macrophages can self-renew in the tumour and maintain their numbers mostly independent from bone marrow contribution. Analyses of colon adenomas indicate that CSF1 may be a key facilitator of macrophage self-renewal. In summary, the tumour microenvironment creates an isolated niche for tissue-resident macrophages that favours macrophage survival and self-renewal.

## Abstract (web summary)

Tissue-resident F4/80^hi^ macrophages can be found both in normal gut as well as in intestinal tumours. Here the authors show that in the colon these macrophages are CCR2-dependent, while in tumours they gain the ability to self-renew, relying on CSF1 and promoting cancer progression.

## Introduction

Macrophages comprise a heterogeneous population of tissue-resident immune cells that contribute to tissue homeostasis, support the host defence system and can impact on the initiation and propagation of several diseases, including cancer (reviewed in refs.^1,2^). The majority of tissue-resident macrophages are established prenatally^3–5^ and are mainly independent from any further haematopoietic input due to their capacity to self-renew in situ to maintain population size^6–10^. For example, microglia, the resident macrophage population of the central nervous system, develop early during embryonic development from yolk sac precursors and effectively self-maintain in situ throughout adulthood^5,6,11^. Although the majority of the tissue-resident macrophages are maintained independently from bone marrow (BM)-derived monocytes, numerous studies have demonstrated that macrophages of certain tissues, including the dermis^5,12^, mammary gland^13^, heart^14^, pancreas^15^ and intestine^5,16,17^, require the input of monocytes to retain their pool during adulthood. In particular, the intestinal macrophages depend on the constant and fast replenishment of circulating blood Ly6C^hi^ monocytes, not only during inflammation but also under normal healthy conditions^16–18^. In a healthy unperturbed colon, monocytes attracted to the intestine gradually differentiate into tissue-resident macrophages by losing Ly6C expression, up-regulating the expression of macrophage markers, such as CX3CR1, F4/80, CD64 and CD11c^16,19^, and secreting or responding to the anti-inflammatory cytokine interleukin-10 ^20,21^. Mice lacking either the chemokine receptor CCR2 or its ligand CCL2 have reduced numbers of intestinal macrophages^17^, thus implying that the homeostatic recruitment of macrophage precursors to the gut lamina propria (LP) may be dependent on a CCR2–CCL2 axis. Upon intestinal inflammation, tissue-resident macrophages are still derived from circulating monocytes, but convert from being anti-inflammatory macrophages to highly Toll-like receptor-responsive inflammatory cells^16^.

Tissue-resident macrophages are also naturally present in various tumours, including lung and mammary tumours where macrophages are monocyte-derived^22,23^ or even self-renewing^24^. The developmental origins and the maintenance kinetics of resident macrophages in intestinal tumours, however, have not been studied thus far.

Here we show that the colon LP of normal adult mice contains a major population of F4/80^hi^MHCII^hi^ macrophages and a population of gradually disappearing F4/80^hi^MHCII^low^ cells. Both F4/80^hi^ macrophage populations are relatively slowly replenished by BM-derived cells, particularly MHCII^low^ cells, compared to F4/80^int^ monocyte/macrophage cells that have a fast turnover. The tumour microenvironment, however, is enriched with F4/80^hi^MHCII^low^ macrophages. Furthermore, while F4/80^hi^MHCII^low^ macrophages do not require CCR2^+^ monocytes for their maintenance in the healthy gut LP or in tumours, we found that F4/80^hi^MHCII^hi^ macrophages become independent from CCR2^+^ monocytes in tumours only, potentially due to tumour-derived colony stimulating factor-1 (CSF1) that supports macrophage self-renewal. Moreover, we demonstrate that CCR2-independent intratumoural F4/80^hi^ macrophages, and not the CCR2-dependent monocytes or monocyte-derived macrophages, support cancer progression, suggesting this particular F4/80^hi^ cell fraction as an attractive therapeutic target.

## Results

### Skewed representation of myeloid cells in colon adenomas

We first profiled colon LP myeloid subpopulations from wild-type (WT) C57BL/6J mice, previously treated with dextran sodium sulphate (DSS), and compared them with their tumoural counterparts obtained from the polyps collected from DSS-treated *Apc*^Min/+^ mice (Fig. 1). Similar as previously reported^5^, colon LP CD45^+^ cells comprised three major myeloid cell fractions (I–III) after excluding CD11c^hi^MHCII^hi^ dendritic cells: F4/80^hi^CD11b^+^ tissue-resident (tumour-resident in polyps) macrophages (fraction I), F4/80^int^CD11b^+^ (fraction II) and F4/80^low^CD11b^+^ neutrophils (fraction III) (Fig. 1a). The majority (>85%) of fraction I cells expressed high levels of major histocompatibility complex (MHC) class II and only a small proportion (~5%) of cells were low for MHC class II expression. Fraction II could be further subdivided into four distinct subpopulations in a waterfall-shaped distribution on a Ly6C vs. MHCII dot plot consisting of three distinct monocyte-differentiation stages (P1: Ly6C^hi^MHCII^−^; P2: Ly6C^hi^MHCII^+^; P3: Ly6C^−^MHCII^+^) and one eosinophil fraction (Ly6C^−^MHCII^−^) (Fig. 1a). We then analysed the presence of these subpopulations in DSS-accelerated colon tumours from *Apc*^Min/+^ mice. The same LP populations were also identified in colon polyps but with markedly different frequencies (Fig. 1b). In these tumours, neutrophils (fraction III) were the most abundant myeloid cell type (>40%) followed by monocyte-derived cells (fraction II) and tumour-resident macrophages (fraction I). Interestingly, eosinophils in tumours represented only a minor fraction (~3%) of the total CD11b^+^ cells. Furthermore, tumour-resident macrophages (fraction I) were clearly enriched in MHCII^low^ cells (Fig. 1a,b), which were almost neglectable in normal adult colon LP.

**Fig. 1:**
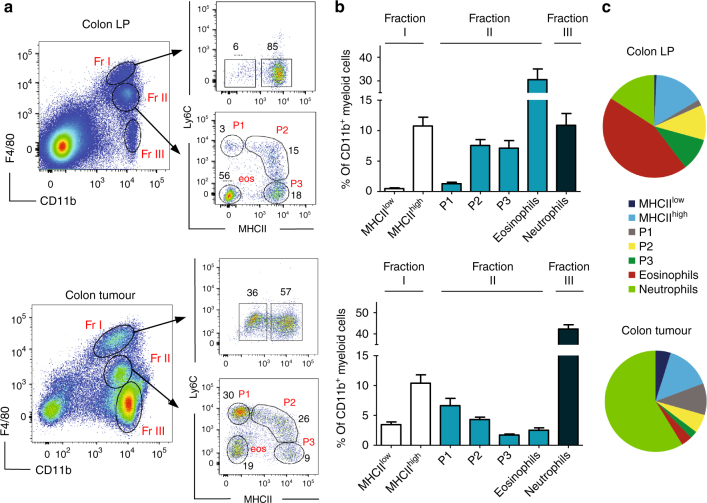
Myeloid cell heterogeneity in colon lamina propria and colon tumours. WT C57BL/6J and *Apc*^Min/+^ mice aged 6 weeks old were administered drinking water supplemented with dextran sodium sulphate for 7 days, and analysed 4 weeks later. **a** Flow cytometry representative dot plots of colon lamina propria (LP) (upper panel) and tumour cell subpopulations (lower panel). Three different myeloid fractions (I–III) are defined by the differential expression of F4/80. Fraction I represents F4/80^hi^ tissue-resident macrophages, which can be further subdivided into MHCII^hi^ and MHCII^low^. Fraction II contains monocytes (P1), two monocyte-derived macrophage subpopulations (P2 and P3) and eosinophils (eos), based on differential expression of MHCII and Ly6C. Fr III consists of neutrophils. Gating strategy is shown in Supplementary Fig. 4. **b** Bar charts of the distinct myeloid cell subpopulations obtained from the colon LP (*n* = 8) (upper bar chart) and 2–3 mm colon tumours (*n* = 20) (lower bar chart). White bars: fraction I; light blue bars: fraction II and black bars: fraction III. Error bars represent the s.e.m. **c** Pie charts show the proportions of F4/80^hi^ tissue-resident macrophages (MHCII^hi^ and MHCII^low^), monocytes (P1), monocyte-derived macrophages (P2–P3), neutrophils and eosinophils across colon LP and tumours

Characterization of myeloid subpopulations in the colon LP of untreated C57BL/6J mice and in “spontaneously” formed tumours obtained from 5-month-old *Apc*^Min/+^ mice confirmed the presence of all myeloid subpopulations described in Fig. 1, although with a clear increase in the proportion of the tumoural CD11b^+^F4/80^−^ neutrophil fraction (up to 70% of total CD11b^+^ cells) (Supplementary Fig. 1).

### MHCII^low^ macrophages accumulate during tumour progression

A previous study reported that F4/80^hi^ tissue-resident macrophages in the colon LP progressively disappear with increasing age^17^. We therefore analysed the myeloid cell subsets present in the fetal colon (embryonic day 19.5) and compared them to those present in the colon LP of young and old mice (from 1 week to 12 months). In contrast to Bain et al.,^17^ our analysis clearly found that all three macrophage fractions (I–III) were maintained across all age groups with only minor fluctuations detected in their frequency (Fig. 2a). The predominant tissue-resident macrophage subset in the fetal colon was the F4/80^hi^MHCII^low^ fraction. However, as a function of age this macrophage subset almost disappeared to leave mainly F4/80^hi^MHCII^hi^ cells to represent the colon tissue-resident macrophages (fraction I) (Fig. 2b). This decrease in MHCII^low^ cell representation suggests that the LP environment gradually changes with age, perhaps due to the establishment of a mature microbiota and/or a tonic increase in inflammatory mediators^17^.

**Fig. 2:**
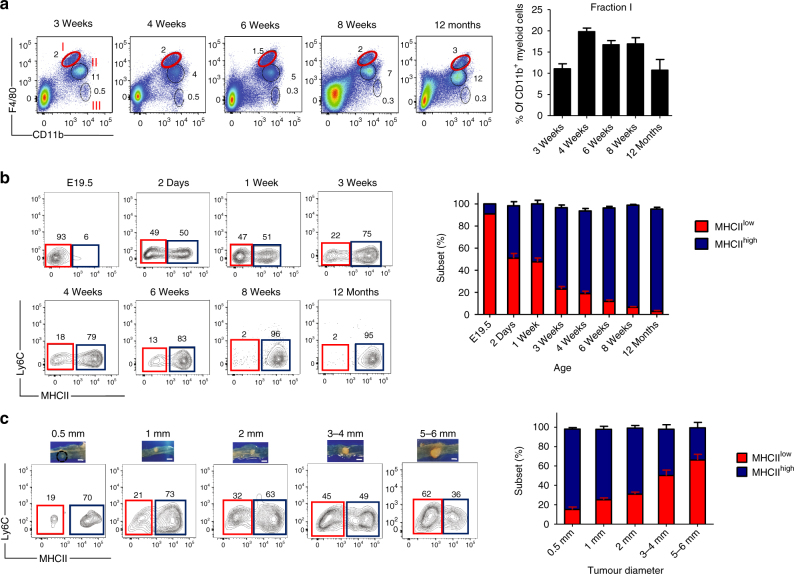
Ageing and tumour progression influence the ratio between F4/80^hi^MHCII^hi^ and F4/80^hi^MHCII^low^ subpopulations. **a** F4/80^hi^ tissue-resident macrophages persist in the colon LP after birth into adulthood, as shown by the representative flow cytometry dot plots and bar chart. Error bars represent the s.e.m. **b** The frequency of colon F4/80^hi^MHCII^low^ cells rapidly declines after birth. Representative dot plots of F4/80^hi^MHCII^hi^ and F4/80^hi^MHCII^low^ subpopulations obtained from fetal colon (E19.5) and from colons of mice aged 2 days, 1, 3, 4, 6 and 8 weeks and 12 months. The bar chart represents the age-dependent ratio between F4/80^hi^MHCII^hi^ (blue) and F4/80^hi^MHCII^low^ (red) subpopulations in the colon LP. E19.5: *n* = 1 (pool of 15 embryos obtained from 3 different pregnant mice); day 2: *n* = 2 (each group pool of 5 mice); 1 week: *n* = 2 (each group pool of 5 mice); 3 weeks: *n* = 6 mice; 4 weeks: *n* = 5 mice; 6 weeks: *n* = 4; 8 weeks: *n* = 7 and 12 months: *n* = 4 mice. Error bars represent the s.e.m. **c** Representative flow cytometry analysis (left panel) and mean percentage of F4/80^hi^MHCII^hi^ and F4/80^hi^MHCII^low^ subpopulations (right panel) in tumours of different sizes (0.5–6.0 mm in diameter) obtained from *Apc*^Min/+^ mice. 0.5 mm: *n* = 3; 1 mm: *n* = 3; 2 mm: *n* = 4; 3–4 mm: *n* = 3; 5–6 mm: *n* = 4. Error bars represent the s.e.m. Scale bars: 2.5 mm. Gating strategy is shown in Supplementary Fig. 4

Given the high frequency of F4/80^hi^MHCII^low^ cells in colon polyps (Fig. 1b), we assessed whether there was an association between tumour progression and the frequency of MHCII^low^ macrophages. Therefore, for this analysis we opted for the spontaneous tumour model of *Apc*^Min/+^ mice, which generate progressively adenomas up to 5–6 mm in size that is rarely achieved in the DSS-accelerated tumour model. Indeed, we observed an increasing abundance of this cell fraction in conjunction with tumour progression until MHCII^low^ macrophages became a dominant cell type among tumour-resident macrophages (Fig. 2c). This observation clearly suggests that the tumour microenvironment favours the differentiation or maintenance of MHCII^low^ macrophages.

### Intratumoural macrophages are independent from CCR2^+^ monocytes

Given that circulating Ly6C^hi^ monocytes express high levels of CCR2 receptor^25^, we decided to examine the presence of this receptor on tissue-resident and monocyte-derived macrophages in colon LP and adenoma polyps. The aim of this experiment was to determine the potential origins of these cells. In the LP, consistent with being descendants of classical monocytes, Ly6C^hi^MHCII^−^ (P1), Ly6C^hi^MHCII^hi^ (P2) and Ly6C^−^MHCII^+^ (P3) cells in fraction II subset had the highest and most homogeneous expression of CCR2 (Fig. 3a)^17^, whereas tissue-resident F4/80^hi^MHCII^hi^ and F4/80^hi^MHCII^low^ macrophages were highly heterogeneous in their CCR2 expression levels, from very high to very low levels (Fig. 3a and Supplementary Fig. 2). As expected, numbers of monocytes and monocyte-derived cells (P1, P2 and P3) in fraction II were severely diminished in *Ccr2*^−*/*−^ mice (Fig. 3b). In addition, MHCII^hi^ tissue-resident macrophages were also mostly CCR2 dependent, whereas MHCII^low^ cells were not, which is likely a reflection of their markedly lower CCR2 expression level (Fig. 3b).

**Fig. 3:**
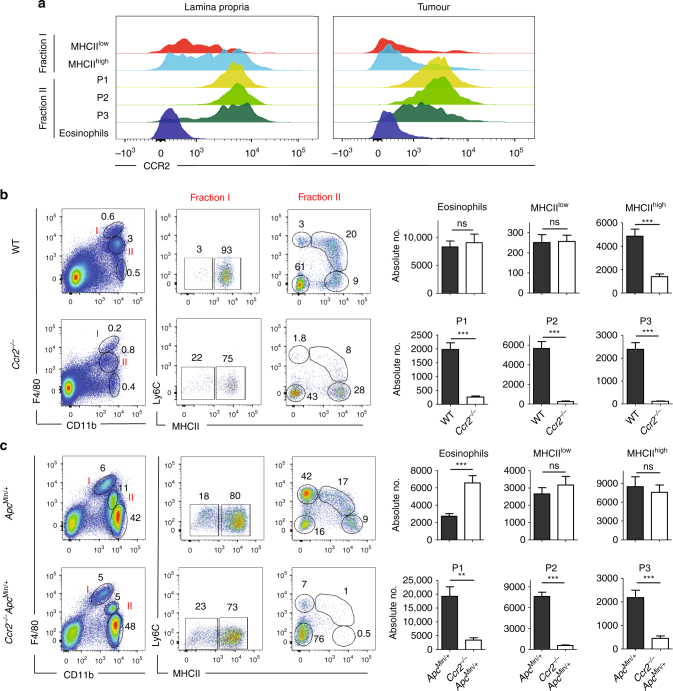
Lamina propria and intratumoural colon F4/80^hi^CD11b^+^ macrophage subsets show differential CCR2-driven monocyte dependence. **a** Fluorescence-activated cell sorting histograms showing CCR2 expression profiles on distinct colon LP and intratumoural myeloid cell subpopulations: fraction I consists of MHCII^low^ and MHCII^hi^ cells, and fraction II consists of monocytes (P1) and monocyte-derived macrophages (P2 and P3). **b** Myeloid cell profiling in WT and *Ccr2*^−*/*−^ colon LP. Representative flow cytometry analysis with F4/80 and CD11b-expressing myeloid subpopulations, obtained from the colon LP of WT and *Ccr2*^−*/*−^ mice. Fractions I and II were further dissected for MHCII and Ly6C expression (left panel). The absolute numbers of eosinophils, F4/80^hi^MHCII^hi^ and F4/80^hi^MHCII^low^ tissue-resident macrophages and P1–P3 subpopulations are shown (right panel). The bar chart represents the mean number of mice in each group and the error bars represent the s.e.m. (WT; *n* = 7 and *Ccr2*^−*/*−^; *n* = 14). **c** Myeloid cell profiling in WT and *Ccr2*^−*/*−^ colon tumours as described above for LP cells. Bar charts show the mean±s.e.m. of absolute numbers of eosinophils, F4/80^hi^MHCII^hi^ and F4/80^hi^MHCII^low^ tissue-resident macrophages and P1–P3 subpopulations obtained from *Apc*^Min/+^ (*n* = 8) and *Apc*^Min/+^*Ccr2*^−/−^ (*n* = 9) mice. Statistical significance was determined using an unpaired Student's *t*-test. **P<0.001; ***P < 0.0001; ns, not significant. Gating strategy is shown in Supplementary Fig. 4

Interestingly, we found that tumour-resident MHCII^hi^ and MHCII^low^ macrophages both expressed relatively low levels of CCR2 compared to their LP counterparts and, consistently, their numbers did not change in *Ccr2*^−*/*−^ mice. Conversely, fraction II cells (P1, P2 and P3) in polyps behaved exactly like their WT counterparts (Fig. 3a, c).

Taken together, these data assert that the tumour microenvironment can modify the properties of MHCII^hi^ tissue-resident macrophages such that they also become CCR2 independent like MHCII^low^ cells in the LP and hence are presumably able to maintain themselves without monocyte replenishment.

### Turnover of colon lamina propria myeloid cells

We utilized the *Kit*^MerCreMer/R26^ fate mapping mouse^5^—where yellow florescence protein (YFP) expression can be induced in early BM progenitors—to monitor the cell population turnover rates driven by the BM input in colon LP myeloid cell populations. After injecting adult mice with tamoxifen, the labelling index of tissue-resident macrophages (F4/80^hi^MHCII^low^ and MHCII^hi^), monocytes (P1), monocyte-derived macrophages (P2–P3 fractions), eosinophils and neutrophils was analysed at different time points over a period of 5 months. As anticipated, all tested myeloid populations, with the exception of tissue-resident macrophages, were rapidly labelled with YFP and reached a plateau by 1–2 weeks after the final tamoxifen injection. These data suggest rapid replacement of myeloid cell populations by BM-derived cells (Fig. 4).

**Fig. 4:**
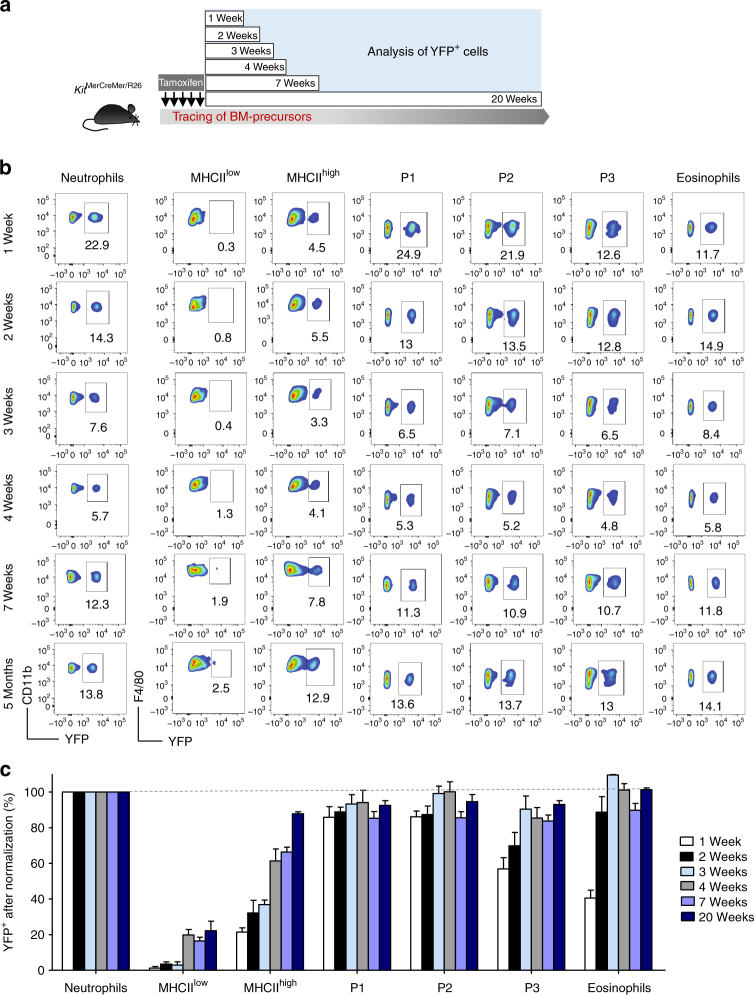
Intestinal tissue-resident macrophages exhibit a slower, gradual replacement by bone marrow-derived cells compared to other gut myeloid cells. **a** Schematic representation of the adult fate mapping protocol using *Kit*^MerCreMer/R26^ mice. Mice aged 6 weeks were injected with tamoxifen five times and groups of 4–8 animals were sacrificed 1, 2, 3, 4, 7 and 20 weeks later. **b** Representative flow cytometry analysis indicating the labelling efficiency of distinct colon myeloid cell populations as defined in Fig. 1: MHCII^low^-expressing and MHCII^hi^-expressing tissue-resident macrophages, monocytes and monocytes-derived macrophages (P1–P3), eosinophils and neutrophils. Neutrophils acted as internal controls for labelling efficiency and the tracings are from the same mouse. Gating strategy is shown in Supplementary Fig. 4. **c** The bar chart represents the mean percentage of yellow florescence protein-positive (YFP^+^) cells after normalization to the percentage of YFP^+^ neutrophils. The error bars represent the s.e.m.

Although it is widely considered that gut F4/80^hi^MHCII^hi^ cells lose their prenatal origin and are replaced by CCR2^+^ monocytes in adulthood^16^, our data clearly demonstrated that they are in fact replaced by BM-derived monocytes only very slowly, if at all. Our fate mapping data indicated that it took several months to fully replace F4/80^hi^MHCII^hi^ cells, whereas MHCII^low^ macrophages exhibited minimal labelling (Fig. 4), suggesting that these tissue-resident macrophages retained their original fetal seed population for a long period.

### Intratumoural resident macrophages expand by self-renewal

We noted that F4/80^hi^MHCII^low^ tumour-resident macrophages in particular seemed to expand in polyps and thus wanted to determine if this effect was due to increased self-renewal or the recruitment of new cells. Again, our adult fate mapping analyses in *Kit*^MerCreMer/R26^*Apc*^Min/+^ mice showed that the recruitment of new cells to DSS-accelerated adenomas was not increased and that the population turnover rate of F4/80^hi^MHCII^low^ cells was comparable to that of the LP (Fig. 5a). A decrease in YFP labelling was observed in tumour-resident F4/80^hi^MHCII^hi^ cells when compared to their LP counterparts. This is probably due to the fact that the labelling index of macrophages in polyps was “frozen” to the level corresponding to the time for their entrapment in this niche that became independent from new inputs (Fig. 4 and Fig. 5a).

**Fig. 5:**
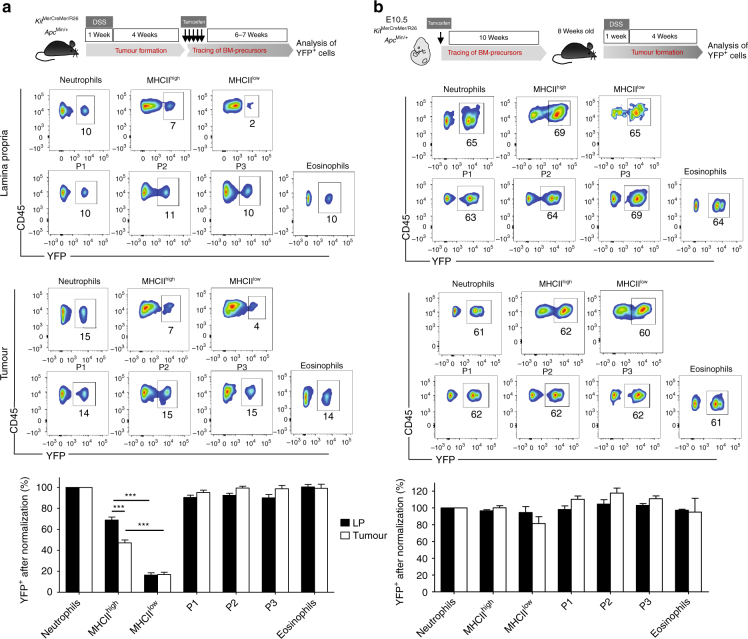
Identification of self-renewing colon macrophage subsets in healthy and tumour tissue. **a** Dextran sodium sulphate (DSS)-induced intestinal adenoma formation was combined with adult fate mapping using the *Kit*^MerCreMer/R26^ and *Kit*^MerCreMer/R26^*Apc*^Min/+^ mice (schematic representation shown in upper panel). Representative flow cytometry analysis illustrates the colon myeloid cell subset labelling efficiency. Gating strategy is shown in Supplementary Fig. 4. The bar chart represents the mean percentage of yellow fluorescence protein-positive (YFP^+^) cells after normalization to the percentage of YFP^+^ neutrophils±s.e.m. A total of 15 *Kit*^MerCreMer/R26^*Apc*^Min/+^ and 20 *Kit*^MerCreMer/R26^ 6–8-week-old mice were subjected to DSS treatment. Statistical significance was determined by two-way ANOVA followed by Bonferroni test; ***P < 0.001. For reasons of clarity, the non-significant differences between groups were not indicated. **b** Embryonic fate mapping confirms the prenatal origins of intestinal LP and tumoural tissue-resident F4/80^hi^MHCII^hi^ and F4/80^hi^MHCII^low^ macrophages. Pregnant *Kit*^MerCreMer/R26^ and *Kit*^MerCreMer/R26^*Apc*^Min/+^ mice (E10.5) were administered tamoxifen by intraperitoneal injection, as schematically illustrated in the upper panel. The offspring were then subjected to DSS treatment at 8 weeks old and sacrificed 4 weeks later for tissue and cell isolation. Representative flow cytometry analysis shows the labelling efficiency of each myeloid cell subset analyzed. Gating strategy is shown in Supplementary Fig. 4. The bar chart represents the mean percentage of YFP^+^ cells after normalization to the percentage of YFP^+^ neutrophils. The error bars represent the s.e.m. A total of 4 *Kit*^MerCreMer/R26^*Apc*^Min/+^ and 6 *Kit*^MerCreMer/R26^ mice were analysed. E, embryonic day; P1, monocytes; P2 and P3, monocyte-derived macrophages. Statistical significance was determined by two-way ANOVA followed by Bonferroni test. For reasons of clarity, the non-significant differences between groups were not indicated

Of note, when tamoxifen was administered during embryogenesis (Fig. 5b, upper panel), all myeloid cell subpopulations—including tissue-resident macrophages in the healthy LP and colon tumours—exhibited similar YFP tagging patterns (Fig. 5b, lower panel). This result was expected, as all of these cells are the progeny of classical haematopoietic stem cells, as previously described^5^.

We found clear evidence, however, for increased self-renewal of F4/80^hi^ macrophages that could explain their capacity to expand in polyps. Firstly, tumour-resident macrophages were clearly in an active phase of the cell cycle unlike those in the LP, as indicated by the expression of the Ki-67 cellproliferation marker (Fig. 6a). 

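Myeloid cells were sorted by flow cytometry from pooled colon LP of C57BL/6J mice and from pooled colon tumours of *Apc* Min/+ mice, which carry a germline *Apc* mutation and develop intestinal adenomas. The sorted populations were F4/80 hiMHCII hi macrophages and F4/80 hiMHCII low macrophages (hereafter MHCII hi and MHCII low), Ly6C hiMHCII- monocytes and Ly6G hiF4/80-CD11b+ neutrophils. Each of the 8 groups held 3 libraries, 24 in all, and each library came from the pooled tissue of 13 to 15 mice. The mice with tumours had received dextran sodium sulphate. The methods describe this treatment for control mice too, at a different concentration, whereas the labels of the libraries call the LP healthy. The treatment of the LP donors is therefore not settled. RNA was amplified with a modified SMARTSeq v2 protocol and sequenced as paired ends. The authors aligned the reads to GRCm38/mm10 with STAR, counted them on GENCODE genes with featureCounts and deposited log2 RPKM, which are reads scaled to gene length and library size, for 17301 genes. The deposited values could be turned back into whole reads for every gene and library, with a prior count of 0.25 reads, so that a gene without reads stands at a finite negative log2 value that depends on this prior. Between 12.8 and 41.7 M reads per library were counted on genes, with a median of 26.4 M. The median depth in M reads (range) was 35 (27.7 to 41.7) in LP MHCII hi, 15.4 (12.8 to 31.3) in LP MHCII low, 23.3 (21.5 to 35.9) in tumour MHCII hi and 20.2 (18.6 to 33.3) in tumour MHCII low macrophages. It was 31.1 (20.8 to 40.2) in LP monocytes, 26.1 (24.8 to 30.6) in tumour monocytes, 33.2 (19.7 to 37.9) in LP neutrophils and 17.5 (15.9 to 26.7) in tumour neutrophils. The library sizes in the deposited values were 0.466 to 1.51 times the reads counted on genes, so the values already include a scaling between libraries. The reads carry no molecular identifiers, so that depth covers counting error only. Differential expression was tested here with limma on the deposited log2 RPKM, with 1 mean per group, all 24 libraries and a trend of variance on mean level, over the 12878 genes with a mean RPKM of at least 1 in at least 1 group. Adjusted p values are Benjamini-Hochberg values over these genes within each comparison, with a threshold of 0.05. Ranges over alternatives include the fits that each left out 1 library of the groups compared. Lists of genes were tested with fry, a limma test that allows for correlation between the genes of a list, and its p values were adjusted over 40 tests (5 lists and 8 comparisons). A two-sided exact permutation test of 3 libraries against 3 cannot give a p under 0.1, and the model across all genes was used in its place.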

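Tumour macrophages were compared with LP macrophages of the same MHCII level for cell cycle regulators, all protein-coding genes placed on GRCm38/mm10 with the GENCODE annotation. *Cdk1* (ENSMUSG00000019942.8) lies on chromosome 10 from 69335146 to 69352938, *Ccna2* (ENSMUSG00000027715.5) on chromosome 3 from 36564865 to 36572150, *Ccnb2* (ENSMUSG00000032218.6) on chromosome 9 from 70407692 to 70421547 and *E2f2* (ENSMUSG00000018983.9) on chromosome 4 from 136172394 to 136196057. *Cdk1* stood at −0.60 ± 0.54 log2 RPKM (mean ± SD, n = 3 libraries) in LP and 1.08 ± 0.41 in tumour MHCII hi macrophages, a log2 fold change of 1.68 (standard error 1.28, limma adjusted p = 0.42). Among MHCII low macrophages it stood at −1.45 ± 1.40 in LP and 1.84 ± 0.41 in tumour, a log2 fold change of 3.29 (standard error 1.28, limma adjusted p = 0.0709). Every tumour library lay above every LP library in both subsets, and the mean of both effects was 2.49 (standard error 0.91, limma adjusted p = 0.0398). The variance in the model is shared by all groups, and *Cdk1* varied most in tumour neutrophils (−3.64 ± 4.31). Across the alternatives to the analysis, the adjusted p for *Cdk1* from limma ran from 0.00665 to 0.596 in MHCII hi and from 1.31e-05 to 0.239 in MHCII low macrophages, and it was under the threshold in 4 and 8 of 18 alternatives. These included the fit of only the libraries of the groups compared, with 0.0297 and 0.0177. *Ccna2* rose by 3.58 (standard error 1.06, limma adjusted p = 0.0215) in MHCII hi and by 3.29 (standard error 1.06, limma adjusted p = 0.0296) in MHCII low macrophages, with every tumour library above every LP library. With 1 library left out, its limma adjusted p exceeded the threshold in MHCII hi macrophages without LP library V (0.146), tumour library V (0.0542) or tumour library VII (0.0862), and in MHCII low macrophages without LP library II, III, IV, tumour library V or VII (0.0567 to 0.12). Over its alternatives the limma adjusted p ran from 0.00117 to 0.146 and 4.65e-05 to 0.12. Of the exon bases of *Ccna2*, 12.5% also belong to *Exosc9* on the opposite strand. *Ccnb2* rose by 2.54 (standard error 0.63, limma adjusted p = 0.00634) and 2.00 (standard error 0.63, limma adjusted p = 0.0245), again with no overlap between tumour and LP libraries. Its limma adjusted p in MHCII low macrophages exceeded the threshold without LP library II, III, tumour library V or VII (0.0598 to 0.1). Over its alternatives the limma adjusted p ran from 3.63e-04 to 0.1. *E2f2* changed by 0.30 (standard error 0.48, limma adjusted p = 0.743) in MHCII hi macrophages, where no alternative called it and the groups overlapped, and by 2.59 (standard error 0.48, limma adjusted p = 4.42e-04) in MHCII low macrophages, where every tumour library lay higher. The difference between these 2 effects on *E2f2* was 2.30 (standard error 0.67, limma adjusted p = 0.105). Levels of *E2f2* in neutrophils were 2.12 ± 0.32 in LP and 3.11 ± 0.19 in tumour, above those of any macrophage group.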

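Further members of the NEK, cell division cycle and mini-chromosome maintenance families were tested in the same comparisons. *Nek2* (ENSMUSG00000026622.11) lies on chromosome 1 from 191821444 to 191833050, *Nek3* (ENSMUSG00000031478.12) on chromosome 8 from 22128283 to 22166435 and *Nek4* (ENSMUSG00000021918.9) on chromosome 14 from 30951377 to 30988821. *Nek2* rose by 6.76 (standard error 1.90, limma adjusted p = 0.0154) in MHCII hi and 6.12 (standard error 1.90, limma adjusted p = 0.0235) in MHCII low macrophages, with every tumour library above every LP library. These sizes depend on the prior count because LP libraries without reads were among them. With 1 library left out, the limma adjusted p of *Nek2* exceeded the threshold in MHCII hi macrophages without LP library III (0.078), LP library V (0.0786) or tumour library V (0.056) and in MHCII low macrophages without LP library III (0.154), tumour library V (0.0682) or tumour library VII (0.0794). In MHCII low macrophages it also did so in the fits of only the 12 macrophage libraries (0.0558) and only the libraries compared (0.0514), and the limma ranges of *Nek2* over the alternatives were 0.00324 to 0.0786 and 1.13e-04 to 0.154. *Nek3* had no reads in the LP MHCII hi libraries and was at least 12.5-fold higher in tumour MHCII hi macrophages (limma adjusted p = 0.00496), or 6.93-fold without tumour library VII. In MHCII low macrophages it changed by 1.86 (standard error 1.71, limma adjusted p = 0.492) with overlapping groups and no alternative under the threshold. The difference between the effects on *Nek3* was −5.34 (standard error 2.42, limma adjusted p = 0.351). *Nek4* changed by 0.73 (standard error 1.22, limma adjusted p = 0.752) and 2.35 (standard error 1.22, limma adjusted p = 0.184), with overlapping groups in both subsets. For *Nek4* in MHCII low macrophages the limma adjusted p was under the threshold in 4 of 18 alternatives, with log2(RPKM + 1) (0.00874), log2(RPKM + 0.1) (0.0264) and both forms of voom on the recovered reads (0.00535 and 0.0063), which were chosen after the data were seen, within a range of 0.00535 to 0.668. For the other genes, values in MHCII hi and then MHCII low macrophages are log2 fold changes with limma adjusted p. *Mcm4* rose by 0.74 (0.0226) and 0.76 (0.0173), and *Mcm7* by 1.50 (0.00767) and 1.23 (0.0223), each with every tumour library above every LP library. *Cdc20* rose by 2.71 (0.0602) and 3.06 (0.0287), *Cdc25c* by 5.87 (0.0545) and 6.81 (0.0218), *Mcm3* by 1.17 (0.0651) and 1.34 (0.0292), and *Mcm5* by 1.12 (0.0633) and 1.91 (0.00189). The difference between the 2 effects was 0.35, 0.94, 0.17 and 0.79 for *Cdc20*, *Cdc25c*, *Mcm3* and *Mcm5*, with limma adjusted p of 0.986, 0.977, 0.981 and 0.667. *Mcm2* rose by 1.52 (0.077) and 1.61 (0.0519), and for *Mcm2*, *Cdc20*, *Cdc25c*, *Mcm3* and *Mcm5* every tumour library lay above every LP library in both subsets. The limma adjusted p in MHCII hi macrophages was under the threshold in 9 of 19 alternatives for *Cdc20* (0.00173 to 0.157), 9 of 18 for *Cdc25c* (0.00233 to 0.203), 8 of 19 for *Mcm2* (7.87e-04 to 0.209), 9 of 19 for *Mcm3* (0.00583 to 0.221) and 9 of 19 for *Mcm5* (0.00792 to 0.211). For *Mcm2* in MHCII low macrophages it was under the threshold in 9 of 19 alternatives (0.00124 to 0.158). With 1 library left out, the limma adjusted p crossed the threshold in MHCII hi macrophages for *Mcm4* without LP library IV (0.103) or tumour library V (0.0852), for *Mcm7* without LP library V (0.0621), for *Mcm3* without tumour library I (0.047) and for *Mcm5* without LP library III (0.0457). It crossed the threshold in MHCII low macrophages for *Cdc20* without LP library II, IV, tumour library V or VII (0.0573 to 0.1), for *Cdc25c* without LP library III, IV, tumour library V or VII (0.0546 to 0.0922) and for *Mcm3* without LP library III, IV, tumour library V or VII (0.0861 to 0.12). It did so there also for *Mcm4* without LP library II or tumour library V (0.0519 to 0.123) and with only the libraries compared (0.056), and for *Mcm7* without LP library IV, tumour library V or VII (0.0688 to 0.0784). Of the 51-base stretches of annotated *Mcm7* transcripts, 22.8% also occur in transcripts of other genes, so its level is uncertain, and for *Cdc20* and *Cdc25c* the share was 10.1% and 11.9%.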

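Taken as lists, the 21 cell cycle genes drawn in Fig. 6b were higher in tumour than LP MHCII hi macrophages by a median log2 fold change of 1.68 (limma fry adjusted p = 3.20e-05), with 21 of 21 genes higher and 8 under the limma threshold over all genes tested, and 16 adjusted over the list alone. Their median in MHCII low macrophages was 2.35 (limma fry adjusted p = 1.16e-05), with 21 genes higher, 11 under the threshold and 15 adjusted over the list alone. Over both subsets together 18 of the 21 genes were under the threshold. The study drew this list from the same libraries, so these counts are not independent evidence. A general list of S and G2/M phase genes, with 97 genes of which 82 passed the filter, was higher by a median of 1.09 in MHCII hi macrophages (limma fry adjusted p = 0.00234) and 1.40 in MHCII low macrophages (limma fry adjusted p = 2.35e-04). Of its genes 13 are also in Fig. 6b. Of the MHCII hi comparison, 64 of the 82 genes were higher, with 18 called higher and 3 lower over all genes, and 23 and 3 adjusted over the list alone. Of the MHCII low comparison, 71 were higher, with 19 called higher and 4 lower, and 22 and 4 adjusted over the list alone. Of the alternatives, log2(RPKM + 1) moved the Fig. 6b medians most, to 0.93 and 1.39, and a mean RPKM of at least 5 moved the S and G2/M medians most, to 0.64 and 0.65.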

Secondly, RNA-sequencing (RNA-seq) analyses of cell-sorted, purified tumour-resident F4/80^hi^ (both MHCII^hi^ and MHCII^low^) cells showed a clear upregulation of several cell cycle regulators, including cyclin-dependent kinase Cdk1, cyclin-A2 and -B2, E2f2, NEK family of serine/threonine kinases and various cell division cycle and mini-chromosome maintenance proteins family members, in comparison to their LP counterparts (Fig. 6b). 

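In the LP, transcripts of cell cycle genes were detected above 3 reads in most libraries. Of the 21 genes of Fig. 6b, 18 exceeded 3 reads in every LP MHCII hi library, with *Nek3* at or under it in all of them, and 18 exceeded it in every LP MHCII low library. All 21 exceeded it in every tumour library of either macrophage subset. Among other cells, 16 exceeded it in every library of LP monocytes, 17 in LP neutrophils, 18 in tumour monocytes and 15 in tumour neutrophils. Detection at this level thus did not set LP macrophages apart from the other cells and is no measure of cycling. A score per library was taken as the median log2 RPKM of the S and G2/M genes, each less its mean over the 24 libraries. It was 0.09 ± 0.04 (mean ± SD, n = 3 libraries) in LP MHCII hi, 0.17 ± 0.17 in LP MHCII low, 1.14 ± 0.50 in tumour MHCII hi and 1.66 ± 0.58 in tumour MHCII low macrophages. The lowest tumour score, 0.56, lay above the highest LP macrophage score, 0.33. LP macrophages scored above neutrophils, which stood at −0.38 ± 0.10 in LP and −0.70 ± 0.09 in tumour, and LP monocytes stood at −0.15 ± 0.42, between −0.50 and 0.31. Between the LP subsets the S and G2/M list differed by a median of 0.05 (limma fry adjusted p = 0.69), a value that fell to just under 0 without a filter or with a mean RPKM of at least 5 and rose to 0.37 without LP MHCII low library III, 0.18 without LP MHCII hi library III and 0.07 without LP MHCII hi library V. *Mki67* (ENSMUSG00000031004.7), the gene of Ki-67, lies on chromosome 7 from 135689784 to 135716361. *Mki67* stood at 1.93 ± 0.21 log2 RPKM in LP MHCII hi, 2.23 ± 0.33 in LP MHCII low, 2.57 ± 0.35 in tumour MHCII hi and 2.80 ± 0.18 in tumour MHCII low macrophages (mean ± SD, n = 3). *Mki67* rose by 0.64 (standard error 0.24, limma adjusted p = 0.0632) in MHCII hi and 0.57 (standard error 0.24, limma adjusted p = 0.0915) in MHCII low macrophages with every tumour library above every LP library, and by 0.61 (standard error 0.17, limma adjusted p = 0.00798) over both. The limma adjusted p of *Mki67* ran over the alternatives from 0.00812 to 0.29 in MHCII hi and 0.0223 to 0.33 in MHCII low macrophages, and was under the threshold in 5 and 3 of 19, among them log2(RPKM + 1) (0.0312 and 0.0439).

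**Figure D1:**
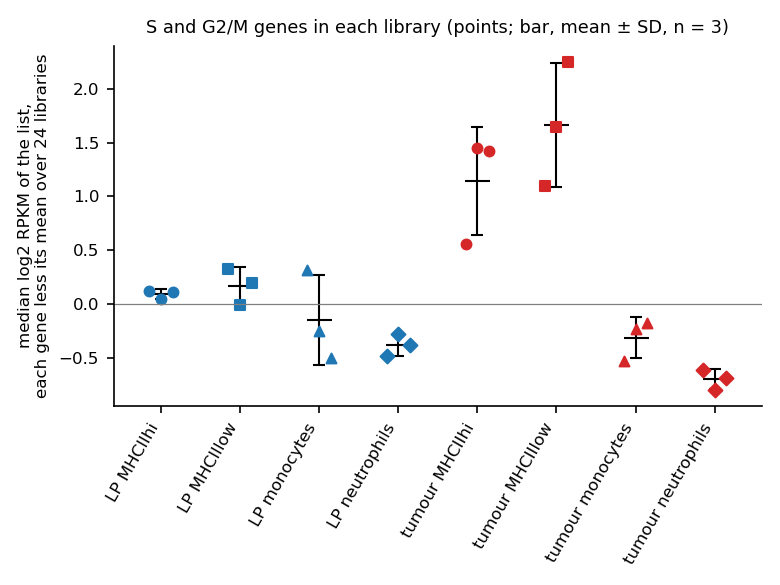
Score of the S and G2/M list in each library, as median log2 RPKM of its genes, each less its mean over the 24 libraries, for the 8 groups. Points are libraries and bars are mean ± SD (n = 3), blue for LP and red for tumour, and the tumour macrophage scores, from 0.56 to 2.25, lie above those of every other group.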

Interestingly, we could not find any evidence for active cell cycling of F4/80^hi^MHCII^hi^ and F4/80^hi^MHCII^low^ cells in the LP (Fig. 6a, b). This effect could be because F4/80^hi^MHCII^low^ macrophages gradually disappear in the adult LP and probably do not vigorously self-renew, and that F4/80^hi^MHCII^hi^ cells are predominantly maintained in the LP by recruited BM-derived cells and, therefore, do not depend on in situ self-renewal.

**Fig. 6:**
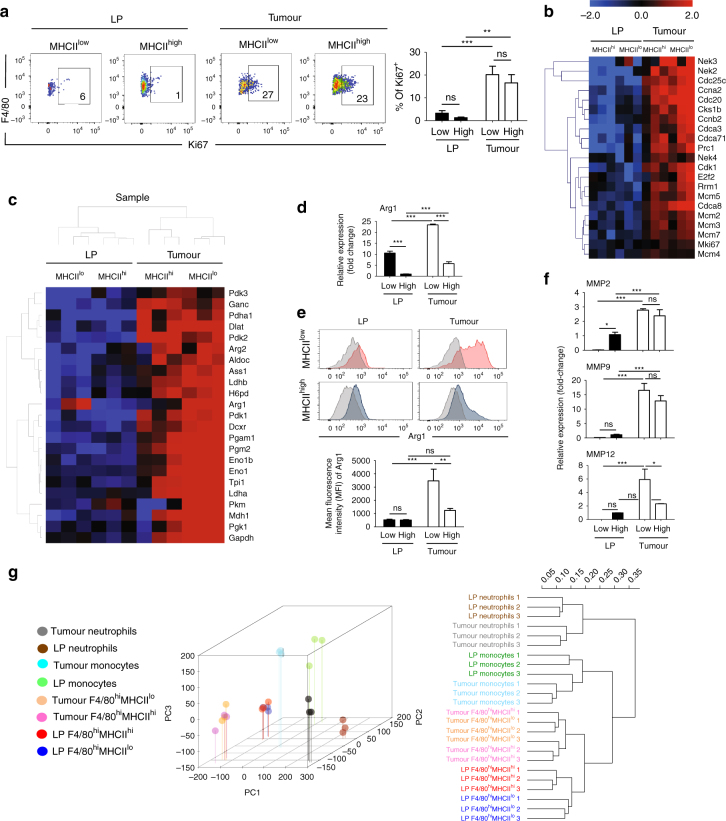
Tissue-resident macrophages in polyps expand by self-renewal and undergo metabolic reprogramming. **a** Proliferative activity of the LP and tumoural tissue-resident macrophage subpopulations. Intracellular expression levels of Ki-67 in adult F4/80^hi^MHCII^hi^ and F4/80^hi^MHCII^low^ cells, obtained from the colon LP of wild-type mice and colon tumours from dextran sodium sulphate-treated *Apc*^Min/+^ mice. Representative dot plot and bar chart representing data obtain for colon LP (*n* = 5 mice) and tumours (*n* = 10 mice). Error bars represent the s.e.m. Statistical significance was determined by two-way ANOVA followed by Bonferroni test; **P < 0.01; ***P < 0.001; ns, not significant. **b**,** c** Myeloid subpopulations were sorted from pooled colon LP and tumours of 13-15 mice in three independent experiments in an RNA-seq study: Ly6C^hi^MHCII^−^ monocytes, Ly6G^hi^F4/80^−^CD11b^+^ neutrophils, F4/80^hi^MHCII^hi^ and F4/80^hi^MHCII^low^ tissue-resident macrophage subpopulations. Gating strategy is shown in Supplementary Fig. 4. **b** Heat map and clustering of cell cycle-associated transcripts enriched in intratumoural F4/80^hi^MHCII^hi^ and F4/80^hi^MHCII^low^ subsets. The heat map was generated with log2 transformed RPKM values and with the row/gene median subtracted. **c** Heat map and clustering of glycolysis- and urea cycle-associated transcripts enriched in intratumoural F4/80^hi^MHCII^hi^ and F4/80^hi^MHCII^low^ subsets. The heat map was generated with log2 transformed FPKM values and with the row/gene median subtracted. **d** Quantitative PCR of *Arg-1* expression levels in the LP and intratumoural F4/80^hi^MHCII^hi^ and F4/80^hi^MHCII^low^ subpopulations. The qPCR results shown are representative of sorted macrophage subpopulations obtained from pooled LP and tumours of 13-15 mice. Error bars represent the s.e.m. Statistical significance was determined by two-way ANOVA followed by Bonferroni test; ***P<0.001 **e** Representative flow cytometry histograms (upper panels) and bar charts (lower panel) showing the intracellular mean of fluorescence intensity (MFI) of ARG1 expression in colon LP and intratumoural F4/80^hi^MHCII^hi^ and F4/80^hi^MHCII^low^ cells. Error bars represent the s.e.m. Statistical significance was determined by two-way ANOVA followed by Bonferroni test; **P<0.01; ***P < 0.001; ns, not significant. **f** Differential expression of distinct metalloproteinases (*Mmp2, Mmp9* and *Mmp12*) in LP and intratumoural F4/80^hi^MHCII^hi^ and F4/80^hi^MHCII^low^ subsets measured by qPCR. Error bars represent the s.e.m. Statistical significance was determined by two-way ANOVA followed by Bonferroni test; *P<0.05; ***P < 0.001; ns, not significant. **g** Transcriptome analysis of distinct colon LP and tumoural myeloid cell populations. Hierarchical clustering of the LP and intratumoural monocytes (P1), neutrophils and tissue-resident macrophage (F4/80^hi^MHCII^hi^ and MHCII^low^) subsets

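The libraries carried the transcripts of the surface proteins used for sorting as follows, in log2 RPKM (mean ± SD, n = 3 libraries). *Adgre1* (ENSMUSG00000004730.10), which encodes F4/80, lies on chromosome 17 of GRCm38/mm10 from 57358691 to 57483527. *Adgre1* stood at 8.79 ± 0.06 in LP MHCII hi, 8.01 ± 0.09 in LP MHCII low, 8.64 ± 0.22 in tumour MHCII hi and 8.09 ± 0.13 in tumour MHCII low macrophages. It stood at 5.93 ± 0.07 and 6.44 ± 0.38 in LP and tumour monocytes and 4.80 ± 0.20 and 5.67 ± 0.42 in LP and tumour neutrophils. *Ly6c2* (ENSMUSG00000022584.10, chromosome 15) stood at 6.07 ± 0.55 and 5.92 ± 0.22 in LP and tumour monocytes and at 5.66 ± 0.24 and 6.39 ± 0.63 in neutrophils, and between −5.60 and −1.29 in the macrophage groups. Its transcripts share 14.2% of their 51-base stretches with other genes, mostly *Ly6c1*. *Ly6g* (ENSMUSG00000022582.4, chromosome 15) stood at 6.01 ± 0.56 and 8.05 ± 0.61 in LP and tumour neutrophils and had no reads in any LP macrophage or tumour MHCII hi library. *Ly6g* had 0 to 40 reads in the tumour MHCII low libraries, 2 to 22 in LP monocytes and 4 to 32 in tumour monocytes. *Itgam*, the gene of CD11b, stood between 5.85 and 6.51 in macrophages, at 7.38 and 7.89 in monocytes and at 8.36 and 9.24 in neutrophils, but 66.3% of its 51-base stretches also occur in another gene, so the *Itgam* values are uncertain. *Ptprc*, the gene of CD45, ranged from 4.91 in LP MHCII low macrophages to 8.21 in tumour neutrophils. *H2-Ab1* (ENSMUSG00000073421.5) lies on chromosome 17 from 34257689 to 34269419 and encodes a chain of MHCII. *H2-Ab1* stood at 13.24 ± 0.13 in LP MHCII hi, 8.28 ± 1.45 in LP MHCII low, 12.58 ± 0.63 in tumour MHCII hi and 10.00 ± 1.34 in tumour MHCII low macrophages. The log2 difference of *H2-Ab1* from MHCII hi to MHCII low macrophages was −4.96 (standard error 0.60, limma adjusted p = 3.07e-05) in LP and −2.58 (standard error 0.60, limma adjusted p = 0.0403) in tumours, with every MHCII low library below every MHCII hi library in both tissues. The difference between the tissues for *H2-Ab1* was 2.37 (standard error 0.85, limma adjusted p = 0.2). For *H2-Aa*, *H2-Eb1* and *Cd74* the log2 differences were −4.62, −5.15 and −3.94 in LP (limma adjusted p = 6.92e-05, 3.87e-05 and 3.04e-05) and −2.61, −2.85 and −2.06 in tumours (limma adjusted p = 0.0403, 0.0369 and 0.039), all with no overlap between libraries. In tumours the limma adjusted p of *H2-Ab1* exceeded the threshold without MHCII hi library I, V, VII, MHCII low library V or VII (0.0565 to 0.183), and in the fits of only the 12 macrophage libraries (0.19) or only the libraries compared (0.29). Over its alternatives the limma adjusted p ran from 0.00143 to 0.29. The same fits raised it above the threshold for *H2-Aa* (0.00156 to 0.271 over its alternatives), as did quantile normalization (0.057), and for *H2-Eb1* (0.00151 to 0.255).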

### Tumour microenvironment alters resident macrophage phenotype

Besides the upregulation of genes involved in cell proliferation, macrophages in polyps clearly adopted a distinct metabolic signature. 

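Across the genes tested with limma, 1031 were higher and 1480 lower in tumour than LP MHCII hi macrophages, and 1483 were higher and 1520 lower in tumour than LP MHCII low macrophages. Between these subsets, 614 genes were called higher in both and 857 lower in both. Of the genes higher in MHCII hi, 3 were called lower in MHCII low macrophages, and of those lower, 18 were called higher. For the mean effect of both subsets the counts were 2093 and 2265. The 3 tumour libraries did not overlap the 3 LP libraries for 43% of genes in MHCII hi and 42.1% in MHCII low macrophages, where chance gives 10%. Of the alternatives, limma's voom on the recovered reads of every deposited gene, chosen after the data were seen, moved the number of changed genes most, to 1833 higher and 2015 lower in MHCII hi and 2103 and 2221 in MHCII low macrophages. The share of calls that were higher in MHCII hi macrophages was 41.1%, against 52.2% with library sizes as summed reads. The genes with the largest rise among those with no overlap between libraries and a mean RPKM of at least 10 in the higher group were *Tmem273* (4.28), *Cx3cr1* (3.75) and *Ppfia4* (3.65) in MHCII hi macrophages, with limma adjusted p of 6.08e-06, 2.02e-04 and 2.50e-06. Those in MHCII low macrophages were *Dcstamp* (6.38), *Mmp12* (5.26) and *Tmem119* (5.05), with limma adjusted p of 1.18e-09, 6.98e-07 and 3.50e-07. The largest falls in MHCII hi macrophages were those of *Retnla*, at least 64.7-fold lower, *Sphk1* (−6.55) and *Cgref1* (−6.49), with limma adjusted p of 1.22e-07, 2.67e-05 and 0.0116. Without tumour MHCII hi library VII *Cgref1* fell by 4.21 on the log2 scale with a limma adjusted p of 0.0922 (range over its alternatives 3.51e-06 to 0.0922). In MHCII low macrophages they were *Lyve1* (−12.86), *Aqp1* (−10.53) and *Retnla*, at least 76-fold lower, with limma adjusted p of 3.36e-07, 8.27e-05 and 7.29e-08. Over both subsets the largest rises were *Tmem119* (4.10), *Dcstamp* (3.96) and *Ppfia4* (3.73) and the largest falls *Lyve1* (−10.99), *Retnla*, without reads in any tumour macrophage library, and *Dcn* (−6.73), with limma adjusted p of at most 1.98e-04. Fitted falls of *Retnla*, *Sphk1*, *Cgref1*, *Lyve1*, *Aqp1* and *Dcn* include libraries with few or no reads and depend on the prior count. The 23 metabolic genes drawn in Fig. 6c were higher by a median log2 fold change of 0.66 in MHCII hi (limma fry adjusted p = 8.23e-04) and 1.63 in MHCII low macrophages (limma fry adjusted p = 9.66e-08). For MHCII hi macrophages 21 of the 23 were higher, 8 called higher and 1 lower over all genes, and 12 and 2 adjusted over the list alone. For MHCII low macrophages 22 were higher, with 20 and 1 called over all genes and 20 and 1 adjusted over the list alone. The study drew these genes from the same libraries, so the counts are not independent evidence. The alternatives that moved the medians most were quantile normalization in MHCII hi (0.78) and log2(RPKM + 1) in MHCII low macrophages (1.36).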

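Transcripts of enzymes of glycolysis and lactate production were compared across the macrophage groups, in log2 RPKM (mean ± SD, n = 3 libraries). *Eno1* (ENSMUSG00000063524.9) lies on chromosome 4 from 150236721 to 150248879, *Gapdh* (ENSMUSG00000057666.14) on chromosome 6 from 125161715 to 125166467, *Tpi1* (ENSMUSG00000023456.10) on chromosome 6 from 124810586 to 124814296, *Pgam1* (ENSMUSG00000011752.6) on chromosome 19 from 41911923 to 41918660 and *Ldha* (ENSMUSG00000063229.10) on chromosome 7 from 46841475 to 46855627, all on GRCm38/mm10 and all protein-coding. *Eno1* stood at 5.51 ± 0.02 in LP MHCII hi, 5.51 ± 0.05 in LP MHCII low, 6.12 ± 0.30 in tumour MHCII hi and 7.14 ± 0.26 in tumour MHCII low macrophages. It rose by 0.61 (standard error 0.16, limma adjusted p = 0.0094) in MHCII hi and 1.63 (standard error 0.16, limma adjusted p = 3.79e-07) in MHCII low macrophages. *Tpi1* stood at 5.90 ± 0.05 in LP MHCII hi, 6.21 ± 0.10 in LP MHCII low, 6.81 ± 0.40 in tumour MHCII hi and 7.76 ± 0.15 in tumour MHCII low macrophages. It rose by 0.92 (standard error 0.19, limma adjusted p = 0.00203) and 1.55 (standard error 0.19, limma adjusted p = 6.38e-06). *Pgam1* stood at 4.14 ± 0.12 in LP MHCII hi, 3.79 ± 0.19 in LP MHCII low, 4.78 ± 0.29 in tumour MHCII hi and 5.51 ± 0.34 in tumour MHCII low macrophages. It rose by 0.64 (standard error 0.17, limma adjusted p = 0.0132) and 1.72 (standard error 0.17, limma adjusted p = 6.11e-07). For *Eno1*, *Tpi1* and *Pgam1* every tumour library lay above every LP library in both subsets. *Gapdh* stood at 6.28 ± 0.10 in LP MHCII hi, 6.43 ± 0.07 in LP MHCII low, 6.66 ± 0.49 in tumour MHCII hi and 7.61 ± 0.28 in tumour MHCII low macrophages. The change was 0.39 (standard error 0.22, limma adjusted p = 0.244) with overlapping libraries in MHCII hi macrophages and 1.19 (standard error 0.22, limma adjusted p = 4.08e-04) without overlap in MHCII low macrophages. *Ldha* stood at 7.70 ± 0.11 in LP MHCII hi, 7.57 ± 0.04 in LP MHCII low, 8.05 ± 0.36 in tumour MHCII hi and 8.82 ± 0.09 in tumour MHCII low macrophages. The change was 0.35 (standard error 0.19, limma adjusted p = 0.23) with overlapping libraries in MHCII hi macrophages and 1.25 (standard error 0.19, limma adjusted p = 7.81e-05) without overlap in MHCII low macrophages. With 1 library left out, the limma adjusted p in MHCII hi macrophages exceeded the threshold for *Eno1* without tumour library V (0.0668) and for *Pgam1* without LP library V (0.0621) or tumour library V (0.0844), and fell under it for *Gapdh* without tumour library VII (0.0297). Other alternatives put *Gapdh* under it with quantile normalization (0.0421) and arrayWeights (0.0101), and *Ldha* with arrayWeights (0.0108), within limma adjusted p ranges of 0.0101 to 0.634 and 0.0108 to 0.517. The ranges in MHCII hi macrophages were 2.23e-04 to 0.0668 for *Eno1* and 4.31e-04 to 0.0844 for *Pgam1*. *Pgam2*, the muscle form, was low and fell by 2.09 on the log2 scale in MHCII hi (limma adjusted p = 0.0545). Among the tumour subsets, levels were higher in MHCII low than MHCII hi macrophages for *Eno1* by 1.02 (0.16, 0.00364), *Tpi1* by 0.95 (0.19, 0.0221), *Gapdh* by 0.95 (0.22, 0.0379), *Pgam1* by 0.73 (0.17, 0.0438) and *Ldha* by 0.77 (0.19, 0.0587), each with standard error and limma adjusted p and with no overlap between libraries. These limma adjusted p ran over the alternatives from 4.34e-04 to 0.205 for *Eno1*, 0.00237 to 0.231 for *Tpi1*, 0.00324 to 0.297 for *Gapdh*, 0.0112 to 0.309 for *Pgam1* and 0.014 to 0.297 for *Ldha*. The highest value of each came from the fit of only the libraries compared. Leaving out 1 tumour library raised the limma adjusted p over the threshold for *Tpi1* without MHCII hi library VII (0.102) or MHCII low library V (0.0992), for *Gapdh* without MHCII hi library I, VII, MHCII low library I or V (0.0554 to 0.176) and for *Pgam1* without MHCII hi library I, VII or MHCII low library V (0.131 to 0.238). In 9 of 20 alternatives *Ldha* was under it, among them a model with the pool number of the labels as a block (0.0424). The 5 genes had their highest macrophage mean in tumour MHCII low macrophages, but all 5 had higher means still in tumour monocytes and tumour neutrophils. *Eno1* stood at 7.54 ± 0.19 in LP and 8.23 ± 0.22 in tumour monocytes, and at 7.65 ± 0.12 and 8.21 ± 0.19 in LP and tumour neutrophils. For *Eno1* the order against neutrophils rests on the scaling. With library sizes as summed reads, an alternative chosen after the data were seen, *Eno1* stood at 7.61 ± 0.26 in tumour MHCII low macrophages, 7.04 ± 0.13 and 7.13 ± 0.18 in LP and tumour neutrophils, and 7.75 ± 0.12 and 8.28 ± 0.24 in LP and tumour monocytes. On that scaling the mean in tumour monocytes also exceeded that in tumour MHCII low macrophages for *Tpi1* (8.38 against 8.23) and *Ldha* (9.405 against 9.280). With summed reads the *Gapdh* mean was 8.11 in tumour neutrophils and 7.98 in tumour monocytes, against 8.07 in tumour MHCII low macrophages. With summed reads *Pgam1* was highest in tumour MHCII low macrophages, at 5.97 against 5.89 in tumour monocytes. Of 51-base stretches of annotated transcripts, 25.9% for *Eno1*, mostly shared with *Eno1b*, 25% for *Gapdh* and 36.1% for *Pgam1*, mostly shared with pseudogenes, also occur in other genes, so reads of these 3 genes match more than 1 gene and their levels are uncertain. The share was 4% for *Tpi1* and 8.83% for *Ldha*. A list of 22 glycolytic genes, of which 9 are also in Fig. 6c, was higher by a median of 0.46 in MHCII hi (limma fry adjusted p = 0.138) and 1.18 in MHCII low macrophages (limma fry adjusted p = 7.16e-06). In MHCII hi macrophages 16 of the 22 were higher, with 8 called higher and 3 lower over all genes, and 10 and 4 adjusted over the list alone. In MHCII low macrophages 16 were higher, with 14 and 3 called over all genes and 14 and 3 adjusted over the list alone. Of the alternatives, library sizes as summed reads, chosen after the data were seen, moved the MHCII hi median most, to 0.58, and without tumour MHCII hi library VII it was 0.66, both with a fry p under the threshold.

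**Figure D2:**
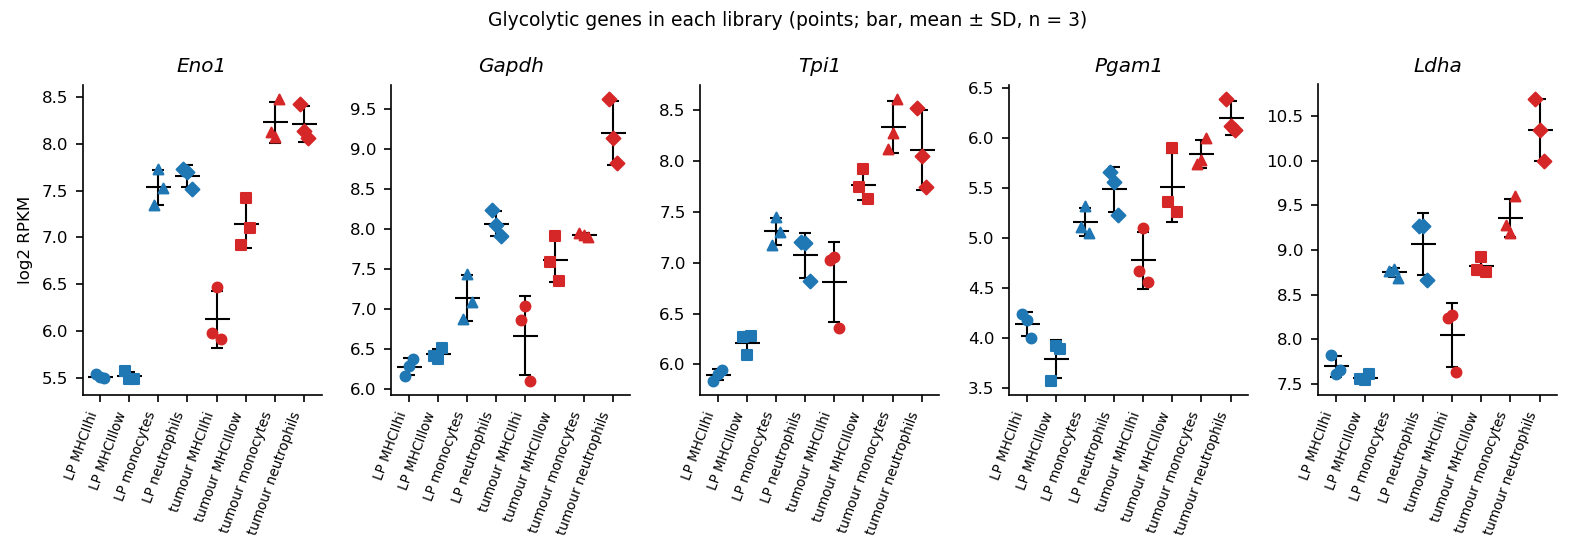
Levels of *Eno1*, *Gapdh*, *Tpi1*, *Pgam1* and *Ldha* in log2 RPKM in the 8 groups. Points are libraries and bars are mean ± SD (n = 3), blue for LP and red for tumour, and among macrophages the means of tumour MHCII low libraries are the highest, from 5.51 for *Pgam1* to 8.82 for *Ldha*.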

Similar to cancer cells, which can alter their metabolism in aerobic glycolysis and production of lactate (so-called Warburg effect) macrophages in polyps increased the transcript levels of key glycolytic genes, such as ENO1, GAPDH, TPI1, PGAM and LDHA, with the F4/80^hi^MHCII^low^ macrophages expressing the highest levels (Fig. 6c). In addition, our RNA-seq found that both tissue-resident subsets displayed enhanced transcripts of ARG1, typical for M2-polarized and tumour-associated macrophages (TAMs)^26,27^, with MHCII^low^ macrophages being the major producers of ARG1 within tumours (Fig. 6c–e). 

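*Arg1* (ENSMUSG00000019987.8) lies on chromosome 10 from 24915221 to 24927484 of GRCm38/mm10 and is protein-coding. *Arg1* stood at 5.19 ± 0.35 in LP MHCII hi, 7.41 ± 1.76 in LP MHCII low, 6.54 ± 0.53 in tumour MHCII hi and 9.64 ± 0.56 in tumour MHCII low macrophages (log2 RPKM, mean ± SD, n = 3 libraries). From LP to tumour *Arg1* rose by 1.35 (standard error 0.57, limma adjusted p = 0.112) in MHCII hi and 2.23 (standard error 0.57, limma adjusted p = 0.00716) in MHCII low macrophages, with every tumour library above every LP library in both. The difference between these effects was 0.88 (limma adjusted p = 0.776), a value that changed sign to −0.11 without LP MHCII low library II, the LP MHCII low library with the lowest *Arg1*, and to −0.26 with the pool number of the labels as a block. The *Arg1* rise in MHCII hi macrophages fell under the limma threshold in 2 of 19 alternatives, only the libraries compared (0.0145) and arrayWeights (0.00866), within a range of 0.00866 to 0.295. The rise in MHCII low macrophages stayed under it in 18 of 19, the exception being only the libraries compared (0.0831, range 7.42e-04 to 0.0831), but its size depended on the LP libraries, at 1.24 without LP MHCII low library II and 2.91 without library IV. Within tumours *Arg1* was higher in MHCII low than MHCII hi macrophages by 3.10 (standard error 0.57, limma adjusted p = 0.0102), and within the LP by 2.22 (standard error 0.57, limma adjusted p = 0.0209). The libraries did not overlap in tumours and overlapped in the LP. For *Arg1* in tumours the limma adjusted p exceeded the threshold without MHCII hi library VII (0.0536) or MHCII low library V (0.061) and in the fits of only the 12 macrophage libraries (0.107) and only the libraries compared (0.0871), within a range of 7.23e-04 to 0.107. In the LP it did so without MHCII hi library III, IV, MHCII low library III or IV (0.0727 to 0.134) and in the same fits, within a range of 1.04e-04 to 0.134. Monocytes carried *Arg1* at 9.14 ± 0.49 in LP and 10.54 ± 0.17 in tumours, the latter above tumour MHCII low macrophages, and neutrophils at 4.40 ± 0.76 and 6.89 ± 0.37.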

The expression of other urea cell cycle genes, such as Arginase-2 (ARG2) and Arginosuccinate synthetase 1 (AAS1), was increased in tumour-resident macrophages as well (Fig. 6c). Moreover, several transcripts of matrix metalloproteases (MMPs), such as MMP2, MMP9 and MMP12, involved in the degradation of extracellular matrix and promotion of metastasis were upregulated in both subpopulations of tissue-resident macrophages when compared to their LP counterparts (Fig. 6f), suggesting a possible contribution of these cells in tumour progression.

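*Arg2* (ENSMUSG00000021125.6) lies on chromosome 12 from 79130777 to 79156301 and *Ass1* (ENSMUSG00000076441.5) on chromosome 2 from 31470207 to 31520672, the gene of argininosuccinate synthetase, both on GRCm38/mm10 and protein-coding. *Arg2* stood at 4.28 ± 0.73 in LP MHCII hi, 3.46 ± 0.74 in LP MHCII low, 5.08 ± 0.93 in tumour MHCII hi and 5.45 ± 0.71 in tumour MHCII low macrophages (log2 RPKM, mean ± SD, n = 3 libraries). *Arg2* changed by 0.80 (standard error 0.42, limma adjusted p = 0.208) in MHCII hi macrophages, where libraries overlapped, and by 1.99 (standard error 0.42, limma adjusted p = 0.00155) in MHCII low macrophages, where they did not. The difference between the 2 effects on *Arg2* was 1.19 (standard error 0.59, limma adjusted p = 0.425). For *Arg2* in MHCII hi macrophages the limma adjusted p fell under the threshold without tumour library VII (0.0293), where the change was 1.33, and with arrayWeights (0.0155). Over its alternatives the limma adjusted p ran from 0.0155 to 0.652. Of the exon bases of *Arg2*, 20% overlap *Vti1b* on the opposite strand, so its level is uncertain. *Ass1* stood at 3.52 ± 0.23 in LP MHCII hi, 1.29 ± 1.36 in LP MHCII low, 4.57 ± 0.43 in tumour MHCII hi and 5.69 ± 0.22 in tumour MHCII low macrophages. *Ass1* rose by 1.05 (standard error 0.43, limma adjusted p = 0.0958) in MHCII hi and 4.40 (standard error 0.43, limma adjusted p = 3.69e-07) in MHCII low macrophages, with every tumour library above every LP library. The larger effect in MHCII low macrophages, 3.36 (standard error 0.60, limma adjusted p = 0.00884), went with a lower LP level, −2.24 against LP MHCII hi macrophages (limma adjusted p = 0.00231). *Ass1* in MHCII hi macrophages came under the limma threshold in 5 of 19 alternatives, with log2(RPKM + 1) (0.0279), only the libraries compared (0.0176), arrayWeights (0.00656) and both forms of voom (0.00483 and 0.00724), within a range of 0.00483 to 0.286. The difference between the 2 effects on *Ass1* was over the threshold in the fit of only the 12 macrophage libraries (0.0902, limma range 1.59e-04 to 0.0902), and the LP difference in the fit of only the libraries compared (0.0692, limma range 4.19e-05 to 0.0692). Of 51-base stretches of *Ass1* transcripts 38.4% also occur in other genes, mostly the pseudogene *Gm5424*, so its level is uncertain. *Arg2* was far higher in neutrophils, at 10.15 ± 0.15 in LP and 11.08 ± 0.19 in tumours, and *Ass1* in monocytes, at 6.65 ± 0.26 and 7.14 ± 0.15.

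**Figure D3:**
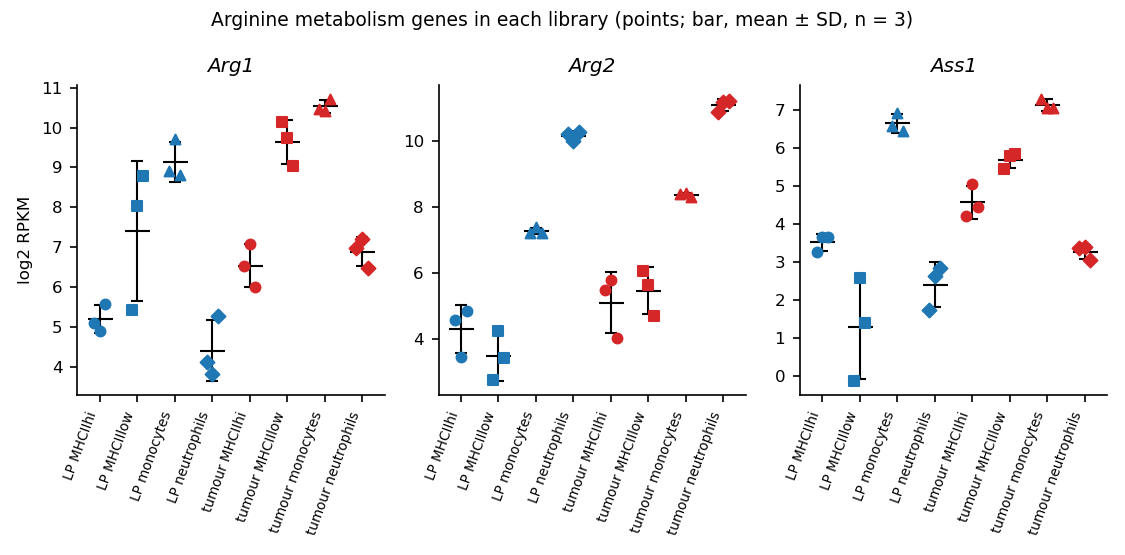
Levels of *Arg1*, *Arg2* and *Ass1* in log2 RPKM in the 8 groups. Points are libraries and bars are mean ± SD (n = 3), blue for LP and red for tumour. For *Ass1* all tumour macrophage libraries lie above the LP libraries of the same subset, and for *Arg2* the MHCII hi libraries of LP and tumour overlap.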

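Distances between libraries were taken as 1 − Pearson r over the log2 RPKM of the 12878 genes, and libraries were clustered on them with average linkage. The mean distance was 0.14 (range 0.128 to 0.159, 9 pairs) between MHCII hi and MHCII low macrophages within the LP and 0.104 (range 0.0858 to 0.136, 9 pairs) within tumours. Across tissues it was 0.165 (range 0.142 to 0.196, 9 pairs) between the MHCII hi groups and 0.213 (range 0.203 to 0.217, 9 pairs) between the MHCII low groups. Between libraries of the same group it ran from 0.0842 in LP MHCII hi to 0.124 in LP MHCII low macrophages. The mean over pairs of the same MHCII level across tissues, 0.189, exceeded that over pairs of both levels within a tissue, 0.122, by 0.0666 (two-sided exact permutation test over 400 arrangements of tissue within MHCII level, p = 0.005, the smallest that they can give). The arrangements move the tissue labels only, so this p bears on a tissue effect, not on whether it exceeds the MHCII effect. The alternative that moved this difference most was no filter, with 0.0419, and in the 12 clusterings with 1 library left out it ran from 0.0572 to 0.0758. Single pairs within the LP reached 0.159 and 0.144 for LP MHCII hi libraries III and IV, above their smallest distances to tumour MHCII hi libraries, 0.154 and 0.142. For the other 10 macrophage libraries every distance to the other MHCII level of the same tissue was smaller than every distance to the same level of the other tissue. In the tree the LP MHCII hi and LP MHCII low libraries each formed a cluster of their own, joined at 0.0887 and 0.127, and with each other at 0.14. The 6 tumour macrophage libraries joined at 0.109, with neither subset a cluster of its own, and each tumour MHCII low library was nearer to a tumour MHCII hi library than to any other. Tumour MHCII hi libraries formed a cluster only without a filter, at 0.102.

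**Figure D4:**
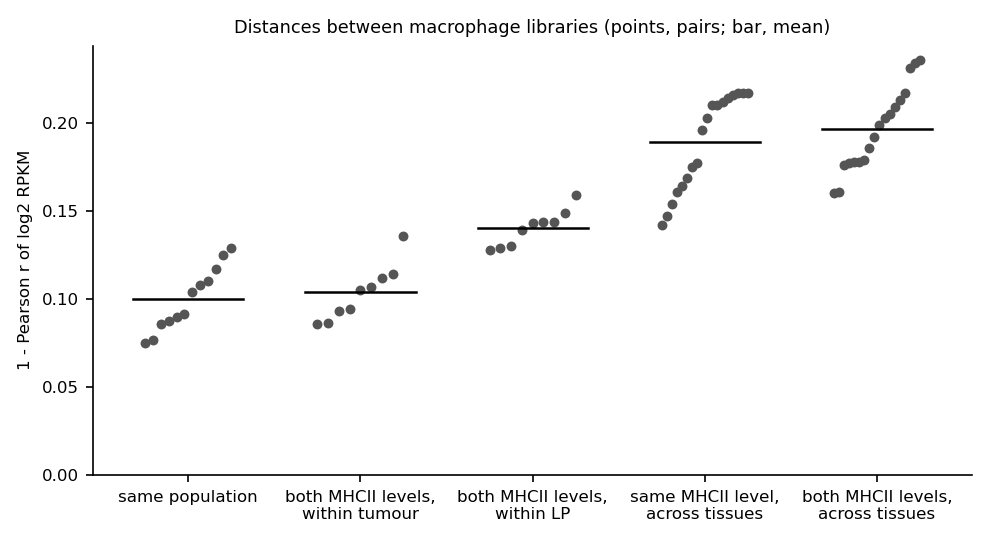
Distance between macrophage libraries as 1 − Pearson r of log2 RPKM, for pairs of libraries in 5 classes. Points are pairs and bars are means. Pairs of both MHCII levels within tumours have the lowest mean of the classes across populations and run from 0.0858 to 0.136. They overlap the pairs of both levels within the LP, which run from 0.128 to 0.159.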

Of note, although hierarchical clustering between distinct colon myeloid cells clearly identified F4/80^hi^MHCII^hi^ and F4/80^hi^MHCII^low^ as demarcated populations, “high/low” pairs always formed more closely related couples in tumours or in the LP than “low/low” or “high/high” comparisons between samples. Although these data suggested a close relationship between F4/80^hi^MHCII^hi^ and F4/80^hi^MHCII^low^ cells (Fig. 6g), ingenuity pathway analysis (IPA^®^) revealed that multiple pathways involved in glycolysis, gluconeogenesis, urea cycle, hypoxia-inducible factor-1 and colorectal cancer metastasis signalling were significantly upregulated in F4/80^hi^MHCII^low^ cells (*P* < 0.05 by right-tailed Fisher’s exact test, Supplementary Fig. 3, red arrows). 

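Between the tumour subsets, 73 genes were higher and 73 lower in MHCII low than MHCII hi macrophages in limma, and libraries of the 2 subsets did not overlap for 17.6% of genes (10% by chance). These counts depended on the settings. They were 142 and 136 with quantile normalization, 145 and 159 with the pool number as a block, 22 and 33 in only the 12 macrophage libraries, and 0 and 0 in only the 6 tumour macrophage libraries, where 1485 genes had an unadjusted p under 0.05. With library sizes as summed reads they were 157 and 41, so that the share of calls that were higher moved from 50% to 79.3%. With 1 library left out they were 50 and 19 without MHCII hi library I, 34 and 24 without MHCII hi library VII, 55 and 120 without MHCII low library I, 21 and 10 without MHCII low library V and 59 and 25 without MHCII low library VII. The largest rises by the rule used throughout were *Cd24a* (3.27, limma adjusted p = 0.0394), *Arg1* and *Cxcl3* (2.04, limma adjusted p = 0.0425), and the largest falls were those of the MHCII genes *H2-Eb1*, *H2-Aa* and *H2-Ab1*. For *Cd24a* the limma adjusted p exceeded the threshold without MHCII hi library I, VII, MHCII low library I, V or VII (0.0586 to 0.123) and for *Cxcl3* without MHCII hi library I, VII, MHCII low library I or V (0.06 to 0.202). Over the alternatives the limma adjusted p ran from 0.00263 to 0.347 and 0.00201 to 0.324. The glycolysis list was higher in tumour MHCII low than tumour MHCII hi macrophages by a median of 0.59 (limma fry adjusted p = 3.38e-04), with 17 of 22 genes higher, 8 called higher over all genes and 14 higher and 1 lower adjusted over the list alone. A right-tailed Fisher's exact test of these 8 genes among the 73 called higher, with the 12878 genes tested as background, gave p = 2.2e-13. That p was 6.3e-04 with only the 12 macrophage libraries, where 2 list genes were called, and 1 with only the 6 tumour macrophage libraries, and from 3.0e-14 to 5.7e-04 with 1 library left out, where the highest value, without MHCII low library V, again rested on 2 list genes, all from the same exact test. A list of 20 hypoxia genes, of which 1 is also in the glycolysis list, was higher by a median of 0.68 (limma fry adjusted p = 0.00138), with 17 genes higher and 2 called (right-tailed exact Fisher p = 0.0056). This exact p rose, when 1 library was left out, to 0.052 without MHCII hi library VII, 0.082 without MHCII low library I and 0.088 without MHCII low library VII, with 1 gene called in each, and it was 1 with only the libraries compared, where 0 genes were called. The hypoxia list had risen from LP to tumour by 0.41 in MHCII hi (limma fry adjusted p = 3.50e-04) and 1.16 in MHCII low macrophages (limma fry adjusted p = 1.62e-06), and log2(RPKM + 1) moved the last value most, to 0.69. The Fig. 6c genes were higher in tumour MHCII low than MHCII hi macrophages by 0.73 (limma fry adjusted p = 2.71e-04). The S and G2/M genes were higher by 0.41 (limma fry adjusted p = 0.147), with 69 of 82 higher, 0 called over all genes, 0 adjusted over the list alone and 4 higher at an unadjusted p under 0.05. Without MHCII low library I the S and G2/M median was 0.75, without MHCII hi library I 0.23 and without MHCII low library VII 0.23. Of the 6 fits that each left out 1 library, 5 kept this list over the threshold and the other brought it under.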

Clearly, tumour-resident F4/80^hi^MHCII^low^ cells not only accumulate, but also undergo a robust metabolic reprogramming during tumour progression.

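The effect of the tumour on glycolytic genes was compared between the subsets with the difference of the 2 effects, that is tumour minus LP in MHCII low less tumour minus LP in MHCII hi macrophages. For the glycolysis list this difference had a median of 0.72 (limma fry adjusted p = 0.00144), with 16 of 22 genes higher, 7 called over all genes and 12 adjusted over the list alone. The median moved most with a mean RPKM of at least 5, to 0.85, and lay between 0.56 and 0.87 with 1 library left out. For the Fig. 6c genes it was 0.89 (limma fry adjusted p = 3.19e-04), with 21 of 23 genes higher and 5 called, and for the hypoxia list 0.45 (limma fry adjusted p = 0.0436), with 15 of 20 higher. Among single genes, the difference was 1.02 (standard error 0.22, limma adjusted p = 0.0265) for *Eno1* and 1.08 (standard error 0.25, limma adjusted p = 0.0331) for *Pgam1*, each under the threshold in 17 of 25 alternatives. The limma adjusted p exceeded the threshold for *Eno1* without LP MHCII hi library III, IV, V, LP MHCII low library IV, tumour MHCII hi library I, VII or tumour MHCII low library V (0.0505 to 0.0868) and for *Pgam1* without LP MHCII hi library III, IV, V, LP MHCII low library II, tumour MHCII hi library I, VII or tumour MHCII low library V (0.0518 to 0.0943), and for both in only the 12 macrophage libraries (0.0788 and 0.112). The ranges of the limma adjusted p were 0.00606 to 0.0868 and 0.0132 to 0.112. For *Gapdh*, *Tpi1* and *Ldha* the difference was 0.80, 0.64 and 0.89 with limma adjusted p of 0.243, 0.314 and 0.122, and of their alternatives only arrayWeights put 1 of the 3 under the threshold (*Ldha*, 0.0477, range 0.0477 to 0.281). In the LP the glycolysis list differed from MHCII hi to MHCII low macrophages by a median of −0.13 (limma fry adjusted p = 0.452), with 9 of 22 genes higher. Library sizes as summed reads reversed that median to 0.11, and it was −0.04 without LP MHCII low library II, −0.08 without LP MHCII hi library III and −0.08 without LP MHCII low library III. The cell cycle lists gave a difference between the 2 effects of 0.01 for the Fig. 6b genes (limma fry adjusted p = 0.644), whose sign changed with quantile normalization, with library sizes as summed reads and without each of 6 libraries. It was 0.19 for the S and G2/M genes (limma fry adjusted p = 0.462), which was −0.04 without tumour MHCII hi library I. In monocytes, the glycolysis list was higher in tumours than in the LP by a median of 0.69 (limma fry adjusted p = 4.39e-04), with 19 genes higher and 10 called, and in neutrophils by 0.90 (limma fry adjusted p = 1.56e-05), with 19 higher and 15 called. From the transcripts of glycolytic and urea cycle genes and the pathways enriched in MHCII low cells, the paper concludes that tumour-resident MHCII low macrophages are metabolically reprogrammed as tumours progress. The paper proposes from the clustering that the subsets are closely related, and from the cell cycle transcripts together with Ki-67 staining it reasons that MHCII hi and MHCII low macrophages expand in tumours by self-renewal. For self-renewal the paper also draws on its fate mapping and on mice without CCR2, which were not analysed here.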

### CSF1 maintains and expands pro-tumoural resident macrophages

CSF1 is a crucial growth factor for macrophage proliferation and survival, and supports the self-maintenance of tissue-resident macrophages^26–29^. Here, we compared the levels of CSF1 in the colon LP and colon adenomas and detected a progressive increase in the amounts of CSF1 as a function of polyp size (Fig. 7a). In addition, when the effects of CSF1 were neutralized upon exposure to an anti-CSF1 receptor neutralizing antibody in tumour-bearing *Apc*^Min/+^ mice, we observed a strong reduction in the number of both F4/80^hi^MHCII^low^ and F4/80^hi^MHCII^hi^ tumour-resident macrophages, whereas the numbers of monocytes and monocyte-derived macrophages were unperturbed (Fig. 7b). All together, these data strongly suggest that F4/80^hi^-resident macrophages exposed to high levels of CSF1 (and likely other tumour niche factors) in the tumour microenvironment gain the ability to self-renew within the tumour.

**Fig. 7:**
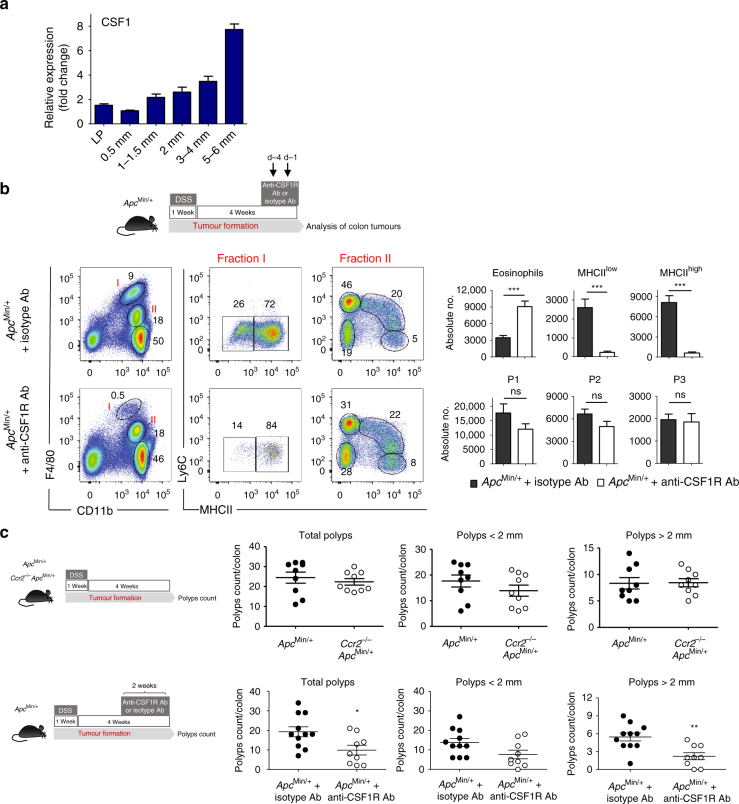
Pro-tumoural F4/80^hi^ resident macrophages depend on CSF1. **a** Intra-tumoural CSF1 levels gradually increase with tumour progression. Colon LP and polyps of different sizes (ranging from 0.5 mm to 6 mm in diameter) were processed for quantitative PCR analysis of *Csf1* expression. Data were normalized to *β-actin* and are expressed as fold change in *Csf1* expression from 0.5 mm tumours. **b** Anti-CSF1 receptor (CSF1R) antibody depletes intratumoural F4/80^hi^MHCII^low^ and F4/80^hi^MHCII^hi^ macrophages. The 12-week-old dextran sodium sulphate (DSS)-treated *Apc*^Min/+^ mice were injected intraperitoneally with rat IGg2a or anti-CSF1R blocking antibody (400 μg/mouse) at days −4 and −1 before collection of the colons, as shown in the schematic representation (upper panel). Polyps were processed and cells were analysed by flow cytometry for the presence of different myeloid cell populations defined in Fig. 1. Gating strategy is shown in Supplementary Fig. 4. The bar charts show the means±s.e.m. of absolute numbers of F4/80^hi^MHCII^hi^ and F4/80^hi^MHCII^low^ tissue-resident macrophage subpopulations, monocytes (P1), monocyte-derived macrophages (P2–P3) and eosinophils (control mice: *n* = 6 and anti-CSF1R Ab injected mice: *n* = 5). Statistical significance was determined using an unpaired Student’s *t*-test. ***P < 0.0001; ns, not significant. **c** CSF1R blockade but not CCR2 deficiency reduces tumour burden in *Apc*^Min/+^ mice. Polyp counts in the colon of *Apc*^Min/+^ (*n* = 9) and *Ccr2*^−/−^*Apc*^Min/+^ mice (*n* = 9) (upper panel) and anti-rat IgG2a injected *Apc*^Min/+^ (*n* = 11) and anti-CSF1R Ab injected *Apc*^Min/+^ mice (*n* = 9) (lower panel). Statistical significance was determined using an unpaired Student’s *t*-test. *P < 0.05 and **P < 0.001

To evaluate the pro-tumoural potential of different types of tumour-resident macrophages, polyp numbers and their sizes were assessed in *Ccr2*^−/−^*Apc*^Min/+^ and anti-CSF1R injected *Apc*^Min/+^ mice. Clearly, CCR2 deficiency, although strongly reduced monocytes and monocyte-derived macrophage P2 and P3 populations, had no effect on colonic polyp numbers in *Ccr2*^−/−^*Apc*^Min/+^ mice compared to their *Apc*^Min/+^ littermates in the DSS-accelerated tumour model (Fig. 7c, upper panel). In contrast, depletion of tumour-resident F4/80^hi^ macrophages lowered significantly the polyp counts in the colon (*P* < 0.05 by unpaired Student's *t*-test) and the tumours formed were of smaller size (*P* < 0.001 by unpaired Student's *t-*test) suggesting their pro-tumoural role in established tumours (Fig. 7c, lower panel).

## Discussion

The macrophages found resident in the majority of tissues are established during fetal development and are able to locally self-maintain in adulthood without any further input from BM haematopoietic progenitors^4^. In tissues exposed to a low-grade inflammation, however, such as the intestine and skin, or to mechanical stress, such as the heart, the maintenance of these cells relies not on self-renewal, but on a continuous replenishment by infiltrating BM-derived CCR2-dependent Ly6C^hi^ circulating monocytes^12,14,17^.

Here we confirmed that in adult mice the vast majority of colon LP macrophages are derived from CCR2-dependent BM progenies. These macrophages included F4/80^hi^MHCII^hi^ LP-resident macrophages (fraction I) in addition to a classical monocyte-derived series of F4/80^int^CD11b^+^ cells (fraction II). We found one exception to this rule, whereby LP-resident F4/80^hi^MHCII^low^ macrophages that could be detected in high numbers only in young mice were also clearly found in adult *Ccr2*^−/−^ mice. Interestingly, our fate mapping experiments showed that LP-resident F4/80^hi^ macrophages exhibited a very slow turnover rate compared to other myeloid populations in the LP. In particular, F4/80^hi^MHCII^low^ macrophages showed minimal labelling after adult mouse tamoxifen administration, which suggests that they are a fetal-derived population that gradually disappear with age. This phenomenon is perhaps expected due to increased competition to occupy the niche by monocyte-derived cells, which can then efficiently differentiate into F4/80^hi^MHCII^hi^ macrophages^17^.

Similarly to the gut, an analogous tissue-resident macrophage subpopulation that expresses low levels of MHCII was recently characterized in the skin dermis—another tissue exposed to commensal microbes and under tonic, low-level inflammation^30^. Consistent with the colon tissue-resident macrophages, the dermal F4/80^hi^MHCII^hi^ fraction is clearly BM derived, whereas the recruitment of the F4/80^hi^MHCII^low^ subset in the dermis occurs mainly during embryogenesis and rapidly declines during adulthood^5,12^.

To date, the developmental origins of intestinal TAMs and their maintenance in colon adenomas have not been extensively studied. As macrophages have become potential targets for cancer therapy^31^, we therefore decided to study the dynamics of myeloid populations in colon adenomas. In breast cancer^13^, glioma^32^ and lung metastases^33^ TAMs can arise from Ly6C^hi^ circulating monocytes. Their influx and positioning in the tumour is mediated by chemokines (e.g., CCL2), growth factors (e.g., CSF1) and complement components^31,34^. In addition, a recent study demonstrated that local proliferation of TAMs contributes to their accumulation in spontaneous mammary tumours^24^. Many have speculated that in cancers exposed to microbes, such as colon cancer, the recruitment of macrophages and their maintenance might differ from cancers located in “sterile” sites, such as breast cancers^31^.

Here, we have analysed in detail the origins and maintenance of macrophage subpopulations in colon tumours obtained from *Apc*^Min/+^ mice, which is a widely used animal model for intestinal tumourigenesis^35^, and focused on both subsets of tissue-resident F4/80^hi^ macrophages in the colon LP.

The lymphoid and myeloid composition of colon adenomas of *Apc*^Min/+^ mice differed from that of the colon LP. In the LP, we found that lymphoid cells (mainly B cells) were the predominant cell type, whereas in adenomas the majority consisted of myeloid cells and were almost devoid of lymphocytes and, notably, eosinophils that were the most common LP myeloid cells. Neutrophils and monocytes were strongly increased in adenomas, but interestingly also F4/80^hi^MHCII^low^ macrophages. These MHCII^low^ cells are usually a minor population in LP, but clearly “flourished” in the tumour environment in our model to such an extent that in large polyps they became the dominant population among F4/80^hi^ cells. Our fate mapping studies and analyses of *Ccr2*^−*/*−^ mice showed that MHCII^low^ macrophages expanded in situ in adenomas by self-renewal, without any recruitment of new cells. This finding was also supported by our RNA-seq and Ki-67 analyses showing that MHCII^low^ macrophages in polyps were actively cycling, unlike macrophages found in the colon LP. Similarly, the tumour microenvironment was also conducive for the self-renewal of F4/80^hi^MHCII^hi^ macrophages. This subpopulation of macrophages was also actively cycling and had become independent from CCR2-dependent inputs from the BM. The tumour milieu, however, did not favour monocyte differentiation to macrophages. In adenomas, monocytes (P1) got “stuck” at the beginning of the “waterfall” maturation pathway to macrophages (P3), which resulted in the F4/80^hi^ cells becoming the dominant macrophage population. This effect has also been reported in the context of mammary cancers^13^. Our data clearly suggest that unique characteristics of the tumour niche can trigger self-renewal of F4/80^hi^ macrophages. CSF1 is certainly a key component of the tumour niche to manipulate macrophage self-renewal, but other cues can also contribute to this process and, therefore, reconstruction of the tumour niche would be very illuminating.

According to the “M1/M2 paradigm”, mainly based on in vitro polarization experiments, pro-inflammatory M1macrophages display anti-tumoural characteristics, whereas alternatively activated M2-macrophages are generally considered pro-tumoural. Both populations can co-exist in the tumour, although M2-like MHCII^l^^ow^ TAMs are claimed to enrich in hypoxic and M1-like MHCII^hi^ TAMs in normoxic areas^22,36^. Due to the complex environment of the gut, intestinal tissue-resident macrophages do not follow the rigid M1–M2 classification^37^ and “classic” M1 and M2 features are often shared by the same cells^20,38^. Similar mixed M1/M2 phenotype is observed in macrophages of colon tumours, since both F4/80^hi^ MHCII^hi^ and MHCII^low^ populations express the classical M2 marker ARG1, but also many glycolytic genes typical for M1 macrophages, although the F4/80^hi^MHCII^low^-resident macrophage subset shows always the highest transcript levels. 

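Of the 22 genes of the glycolysis list, 15 had their highest mean of the 4 macrophage groups in tumour MHCII low macrophages, 1 in tumour MHCII hi, 3 in LP MHCII hi and 3 in LP MHCII low macrophages. For 12 of the 22, every tumour MHCII low library lay above every other macrophage library. Of the 23 genes of Fig. 6c, 20 had their highest macrophage mean in tumour MHCII low, 2 in tumour MHCII hi and 1 in LP MHCII hi macrophages, and for 14 every tumour MHCII low library lay above every other macrophage library. Among all 8 groups, 13 of the 22 glycolysis genes were highest in tumour neutrophils, 3 in tumour monocytes and 3 in tumour MHCII low macrophages. Of the Fig. 6c genes 8 were highest in tumour neutrophils, 7 in tumour MHCII low macrophages and 5 in tumour monocytes. These counts were taken on the deposited scaling, and those among 8 groups depend on it. With library sizes as summed reads, chosen after the data were seen, 8 of the 22 genes were highest in tumour monocytes, 5 in tumour neutrophils and 5 in tumour MHCII low macrophages, and of the Fig. 6c genes 8, 2 and 10 in the same order, while among macrophages the counts in tumour MHCII low stayed at 15 and 20. Under the other scalings the glycolysis list kept a positive median between the tumour subsets, from 0.55 to 0.73.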

As observed in other tumour models^22,36,39^, F4/80^hi^MHCII^low^ cells, with their augmented metabolic switch together with their progressive predominance during tumour development, represent a pro-tumoural macrophage subpopulation also in intestinal adenomas.

Macrophages are not only crucial mediators of many pathologies (ranging from infectious to metabolic diseases and cancers) but also influence the outcome of anticancer therapeutics, such as chemotherapy, radiotherapy and even immunotherapy^40–42^. As such, these cells are becoming attractive candidates for therapeutic intervention. Manipulation of macrophage numbers^43^ and/or reprogramming their phenotype^44^ are techniques currently used to target macrophages in a therapeutic context. A better understanding of their ontogeny in different tumours, such as the data presented here for colon cancer, will facilitate the development of successful innovative macrophage-based therapeutic approaches.

## Methods

### Mice

*Kit*^MerCreMer/R26^ mice were generated in our laboratory as previously described^5^. *Ccr2*^−/−^ (B6.129S4-*Ccr2*^tm1lfc^/J)^45^, C57BL/6J and *Apc*^Min/+^ (C57BL/6J-*ApcMin*/J)^46^ mice were obtained from The Jackson Laboratory (USA). *Apc*^Min/+^ mice were backcrossed with *Kit*^MerCreMer/R26^ mice or *Ccr2*^−/−^ mice to obtain *Apc*^Min/+^*Kit*^MerCreMer/R26^ and *Ccr2*^−/−^*Apc*^Min/+^ mice, respectively. Mice were specific-pathogen-free (SPF) and maintained under a 12 h light/dark cycle with standard chow diet provided ad libitum. Both male and female mice (6–8 weeks old) were used for all experiments and were equally distributed within experimental and control groups.

All transgenic mice were bred and housed under SPF conditions in the Nanyang Technological University animal facility. This study was carried out in strict accordance with the recommendations of the NACLAR (National Advisory Committee for Laboratory Animal Research) guidelines under the Animal & Birds (Care and Use of Animals for Scientific Purposes) Rules of Singapore. The protocol was approved by the Institutional Animal Care and Use Committee of the Nanyang Technological University of Singapore.

### Spontaneous and chemical-induced intestinal tumourigenesis

*Apc*^*Min/+*^ mice spontaneously develop macroscopically detectable adenomas mainly in the small intestine and only few in the colon in aged mice^35^. Therefore, for all our experiments (with exception of the experiments shown in Fig. 2 and Supplementary Fig. 1) we opted for a chemically induced colitis model which selectively enhances the development of adenomas in the colon in a relatively short time of 5 weeks. Mice were terminated when showing symptoms of anaemia in combination with weight loss and/or other signs of physical discomfort.

In the “spontaneous” tumour model, mice were analysed at the age of 6–7 months, whereas in case of chemically induced tumourigenesis, 6–8-week-old female and male *Apc*^*Min/+*^ mice (and correspondent control C57BL/6J mice) were treated with 1.5 or 1.25% (w/v) DSS (50,000 Da; MP Biomedicals, Santa Ana, CA, USA), respectively, in the drinking water for 1 week and sacrificed 4 weeks later at an age of 3–4 months.

### Colorectal polyp counts

Polyps in each colon were macroscopically counted and categorized as >2 mm (large) and <2 mm (small). Colon tumours were measured ex vivo with the help of a sliding caliper.

### Tamoxifen-inducible fate mapping mouse model

*Kit*^MerCreMer/R26^ and *Apc*^*Min/+*^*Kit*^MerCreMer/R26^ mice were used for cell fate mapping to delineate the ontogeny of intratumoural macrophages. Then, 80 mg tamoxifen (Sigma, T5648; Sigma-Aldrich, St. Louis, MO, USA) was dissolved in 6 ml corn oil (C8267; Sigma) and a total of 4 mg tamoxifen per mouse was administered for five consecutive days by gavage for adult labelling or by intraperitoneal injection in pregnant mothers (embryonic day 10.5) for embryonic labelling. After tamoxifen administration, c-kit^+^ BM-derived haematopoietic stem cells (HSCs) in *Apc*^*Min/+*^*Kit*^MerCreMer/R26^ mice were labelled with yellow fluorescent protein (YFP^+^) and all cells deriving from YFP^+^ BM-HSCs would maintain YFP expression. This effect enables to distinguish whether adult intratumoural macrophages are derived from adult BM-definitive haematopoiesis or from embryonic haematopoiesis. Adult and fetal labelling experimental protocols are shown in Fig. 5.

### Myeloid cell isolation

LP myeloid cells were isolated as previously described^47^. Briefly, after CO_2_ killing of the mice, the colon was opened and rinsed with phosphate-buffered saline (PBS) to remove the luminal contents. To remove the epithelium, the colon was incubated in 25 ml PBS with 1.3 mM EDTA under shaking conditions at 37 °C for 1 h. After incubation, the colon was washed in 2% Iscove’s modified Dulbecco’s medium (IMDM) to remove the EDTA solution, and then minced. The colon pieces were digested in 2% IMDM containing 1 mg/ml Collagenase D (Roche, Switzerland) under shaking conditions at 37 °C for 1.5 h. The digested tissue was then gently mashed through a 150 μm cell strainer. The leukocyte population was enriched using a 70/40% Percoll gradient (GE Healthcare Life Science, Chicago, IL, USA). Low-density cells at the interface were harvested and processed further for flow cytometry.

Tumours were manually cut, minced and digested in 2% IMDM containing 1 mg/ml Collagenase D and 20 U/ml DNase I (Life Technologies, Carlsbad, CA, USA) under shaking conditions at 37 °C for 1 h. Digested tissue was subsequently mashed through a cell strainer to obtain a cell suspension. The leukocyte population was enriched by 35% Percoll and further processed for flow cytometry and, if required, cell sorting using a FACSAria cell sorter (BD Biosciences, San Jose, CA, USA). Gating strategy used for sorting is shown in Supplementary Fig. 4.

### Transcriptomics analysis by RNA-sequencing

Total RNA was extracted using the Arcturus^TM^ PicoPure^TM^ RNA Isolation Kit (Cat. No. KIT0214, Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s protocol. All mouse RNAs were analysed using an Agilent Bioanalyser (Agilent, Santa Clara, CA, USA) for quality assessment; the RNA Integrity Number range was 6.5–10, with a median of 9.2. Complementary DNA (cDNA) libraries were prepared from 2 ng total RNA starting material and 1 μl of a 1:50,000 dilution of ERCC RNA Spike in Controls (Cat. No. 4456740, Ambion® Thermo Fisher Scientific) using the SMARTSeq v2 protocol^48^ with the following modifications: (1) addition of 20 µM TSO; and (2) use of 250 pg cDNA with 1/5 reaction of Illumina Nextera XT kit (Cat. No. FC-131–1024, Illumina, San Diego, CA, USA). The length distribution of the cDNA libraries was monitored using a DNA High Sensitivity Reagent Kit on the Perkin Elmer Labchip (Cat. No. CLS760672, Perkin Elmer, Waltham, MA, USA). All eight samples were subjected to an indexed paired-end sequencing run of 2 × 51 cycles on an Illumina HiSeq 2500 system (Illumina) under rapid run mode (17 samples/lane).

The paired-end reads were mapped to the Mouse GRCm38/mm10 reference genome using the STAR alignment tool^49^. Mapped reads were summarized to the gene level using featureCounts (V1.5.0-P1) software^50^ and with GENCODE gene annotation^51^. 

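The filter on low reads could be read from the deposited values, since every one of the 415224 values of the 17301 genes became a whole number of reads with 1 gene length per gene. The lengths equalled the annotated exon length for all 4364 identifiers that carry the same version in the annotation used here, and 17190 identifiers were matched to a symbol without the version. The lowest mean number of reads of any gene in its highest group was 10.3, and 0 genes had a mean under 10 reads in every group. Between 1900 and 4112 of the genes had no reads in a library, and 6721 genes stood at the lowest possible value in at least 2 libraries. Of the 71806 values of 1 to 20 reads, 65.1% were even, and the cause was not tested. The 10 most abundant genes took from 8.21% to 18% of the reads of a library. The authors' filter acted on reads, whereas the test described with the sorted populations kept the 12878 genes with a mean RPKM of at least 1 in a group.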

Genes with an average number of reads per sample <10 in all cell subpopulations were filtered out from subsequent analyses. For differentially expressed gene (DEG) analysis, the limma/voom pipeline was used as recommended by the MicroArray Quality Control (MAQC) project^52^ as one of the best performing RNA-seq data analysis pipelines. 

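Further comparisons were made between the same populations of LP and tumours, and between the LP subsets. In LP MHCII low against LP MHCII hi macrophages 274 genes were higher and 717 lower, in tumour against LP monocytes 626 and 571, and in tumour against LP neutrophils 1690 and 2452. Libraries of the groups compared did not overlap for 32.5%, 31.4% and 40.1% of genes (10% by chance). The difference of the tumour effects in the 2 macrophage subsets was under the limma threshold for 188 genes, 146 positive and 42 negative. Of the genes higher in tumour macrophages over both subsets, 361 were also higher in tumour monocytes and 575 in tumour neutrophils, and of those lower 291 and 684 were also lower there. Opposite calls were 21 of the higher and 49 of the lower genes in monocytes, and 213 and 272 in neutrophils. Of the 73 genes higher in MHCII low than MHCII hi macrophages of tumours, 20 were also higher in MHCII low macrophages of the LP, where 5 were lower, and 29 of the 73 lower genes were also lower there. With voom on the recovered reads of every deposited gene, an alternative chosen after the data were seen that pairs the authors' test with the authors' filter, the counts were 829 and 1073 between LP subsets, 957 and 822 in monocytes, 1372 and 1305 in neutrophils and 79 and 133 between tumour subsets. With the pool number as a block, 156 genes were higher between the LP subsets. With 1 library left out, the counts between LP subsets were 108 and 471 without MHCII low library II, 143 and 503 without MHCII low library IV, 114 and 409 without MHCII hi library III, 128 and 421 without MHCII hi library IV, and 162 and 489 without MHCII hi library V. In monocytes they were 381 and 387 without tumour library I and 428 and 378 without LP library V. The scaling of the libraries moved the median log2 fold change of all genes most in neutrophils, where it was −0.12 and became 0.12 with libraries centred on their median, −0.59 with library sizes as summed reads and −0.14 with only the libraries compared. The share of calls that were higher there moved from 40.8% to 57.1% and 15.9% under the first and second of these. With library sizes as summed reads that median was 0.22 between LP subsets, 0.14 between tumour subsets, −0.16 in monocytes and 0.12 in MHCII hi macrophages. The share of higher calls moved from 27.6% to 63.8% between LP subsets, from 52.3% to 33% in monocytes and from 77.7% to 61.8% for the difference of the tumour effects. Quantile normalization moved it to 39.5% between LP subsets and 60.9% for the difference of the tumour effects.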

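By the rule used for named genes, the largest rises from LP MHCII hi to LP MHCII low macrophages were *Aqp1* (6.12), *Lyve1* (4.44) and *Serpinb6a* (3.04), with limma adjusted p of 0.0254, 0.0309 and 6.92e-05, and the largest falls *Ifit1bl1* (−6.42, 0.0285), *H2-Eb1* and *H2-Ab1*. The limma adjusted p exceeded the threshold for *Aqp1* without MHCII hi library III, IV, V or MHCII low library II (0.0567 to 0.141), for *Lyve1* without MHCII hi library III, IV, V, MHCII low library II or IV (0.0599 to 0.167) and for *Ifit1bl1* without MHCII hi library III, IV, V, MHCII low library II or IV (0.0658 to 0.177). With the pool number as a block the limma adjusted p was 0.0562, 0.16 and 0.096. Over the alternatives the limma adjusted p ran from 3.29e-05 to 0.141, 1.50e-05 to 0.167 and 3.55e-04 to 0.177. Of the 51-base stretches of *Serpinb6a* transcripts 25% also occur in other genes, so its level is uncertain. In tumour against LP monocytes *Pla2g2a* was at least 88.6-fold higher, and *Il23a* and *Lgals4* rose by 5.99 and 4.33 on the log2 scale, with limma adjusted p of 7.10e-07, 0.00205 and 9.78e-04. *Krt5* and *Lypd3* were at least 579-fold and 238-fold lower and *Jchain* changed by −10.81, with limma adjusted p of 0.0015, 8.14e-04 and 0.00106. LP monocyte libraries III, IV and V held 32067, 58 and 8117 reads of *Krt5* and 1654, 87 and 7259 of *Lypd3*. Leaving out 1 of them moved the 2 bounds to 138-fold and 160-fold without III, 4277-fold and 919-fold without IV and 330-fold and 91.6-fold without V. With the 2 forms of voom the limma adjusted p of these 3 genes exceeded the threshold, at 0.339 and 0.332 for *Krt5*, 0.134 and 0.108 for *Lypd3* and 0.0608 and 0.109 for *Jchain*. Over all alternatives the limma adjusted p ran from 2.24e-04 to 0.339, 1.87e-04 to 0.134 and 1.57e-04 to 0.109. In tumour against LP neutrophils *Mmp7*, *Pla2g2a* and *Itln1* were at least 64.5-fold, 56.8-fold and 55.5-fold higher, with limma adjusted p of 1.03e-05, 9.04e-08 and 4.64e-05, and the bound of *Itln1* was 38-fold without tumour library II. *Dcn* was at least 79-fold lower and *Jchain* and *Mgl2* changed by −7.89 and −6.63, with limma adjusted p of 1.39e-04, 0.00349 and 0.00314, and that of *Mgl2* was 0.0615 with only the libraries compared (range 2.24e-07 to 0.0615). Every library of the higher group lay above every library of the lower group for each of these genes.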

Comparisons between different cell populations were performed using limma and DEGs were selected with Benjamini–Hochberg adjusted *P*-values < 0.05. Hierarchical clustering and principal component analysis were performed with Log2 transformed value of RPKM (Reads Per Kilobase of transcript per Million mapped reads). All analyses were carried out in R version 3.1.2 (URL http://www.R-project.org/).

### Flow cytometry

Single-cell suspensions were then stained and subsequently analysed by a BD Fortessa 5 laser flow cytometer (BD Bioscience). Data were analysed using a FlowJo software (TreeStar, Ashland, OR, USA). The following antibodies were used: APC/Cy7-labelled anti-CD11b (clone: M1/70, 1:600) and BV605-labelled anti-Ly6C (HK1.4, 1:600) were purchased from Biolegend (San Diego, CA, USA). PE-labelled anti-EMR1 (also known as F4/80) (clone: BM8, 1:600), PE/Cy7-labelled anti-CD45.2 (clone: 104, 1:600), APC-labelled anti-CD11c (clone: N418, 1:600) and eFluor^®^450-labelled anti-MHCII (clone:M5/114.15.2, 1:800) were obtained from eBioscience (San Diego, CA, USA). FITC-labelled polyclonal sheep anti-human/mouse ARG1 (1:20) and APC-labelled anti-CCR2 (Cat. No. FAB5538A) (1:20) were obtained from R&D System (Minneapolis, MN, USA), FITC-labelled anti-Mouse/Rat Ki-67 (clone SolA15, 1:40) from Miltenyi Biotech (Bergisch-Gladbach, Germany) and BUV395-labelled anti-Ly6G (clone: 1A8, 1:600) from BD (San Diego, CA, USA)

### Anti-CSF1R antibody treatment

Twelve-week-old DSS-treated *Apc*^Min/+^ mice were injected intraperitoneally with rat Ig2a isotype control (Biolegend) or anti-CSF1R blocking antibody (Clone AFS98, BioXCell, West Lebanon, NH, USA) (400 μg/mouse) at days −4 and −1 before collection of the colons.

### Quantitative PCR (qPCR) analysis

cDNA was generated using SuperScript III Reverse Transcriptase (Cat. No. 18080093, Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. Quantitative real-time PCR was then performed using the FAST 2× qPCR Master mix (PrecisionFAST-SY, Primerdesign Ltd, Cambridge, UK). Reactions were run on a real-time qPCR system (Illumina, San Diego, CA, USA). Samples were normalized to β-actin, and data represent the mean of triplicate analyses and are displayed as a fold change from F4/80^hi^MHCII^hi^ LP macrophages unless otherwise stated. The primer sequences were as follows: *Arg1*; Fwd: gaatctgcatgggcaacc, Rev: gaatcctggtacatctgggaac; *Mmp2*; Fwd: taacctggatgccgtcgt, Rev: ttcaggtaataagcacccttgaa; *Mmp9*; Fwd: catccagtatctgtatggtcgtg, Rev: gctgtggttcagttgtggtg; *Mmp12*; Fwd: gctgctcccatgaatgaca, Rev: aagcattgcacacggttgt; *Csf1*; Fwd: ggtggaactgccagtatagaaag, Rev: tcccatatgtctccttccataaa; *β-actin* Fwd: aaggccaaccgtgaaaagat, Rev: gtggtacgaccagaggcatac.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism 6 software (GraphPad Software, La Jolla, CA, USA). All values are expressed as the mean±s.e.m as indicated in the legend. Samples were analysed by unpaired Student’s *t*-test (two-tailed) or Bonferroni two-way analysis of variance (ANOVA). A *P*-value of <0.05 was considered to be statistically significant.

### Data availability

The accession number for the RNA-seq data reported in this paper is GEO: GSE90153. Original flow cytometry data are deposited in the NTU Open Access Data Repository DR-NTU (https://researchdata.ntu.edu.sg/dataset.xhtml?persistentId=doi:10.21979/N9/EQXCRF). All other data are available from the authors upon reasonable request.

## Electronic supplementary material

Supplementary Information

Peer Review File

# Supplementary material for: The tumour microenvironment creates a niche for the self-renewal of tumour-promoting macrophages in colon adenoma
**Source:** Nat Commun. 2018 Feb 8;9:582. doi: 10.1038/s41467-018-02834-8
**Supplement:** Supplementary file 1 — Supplementary Information

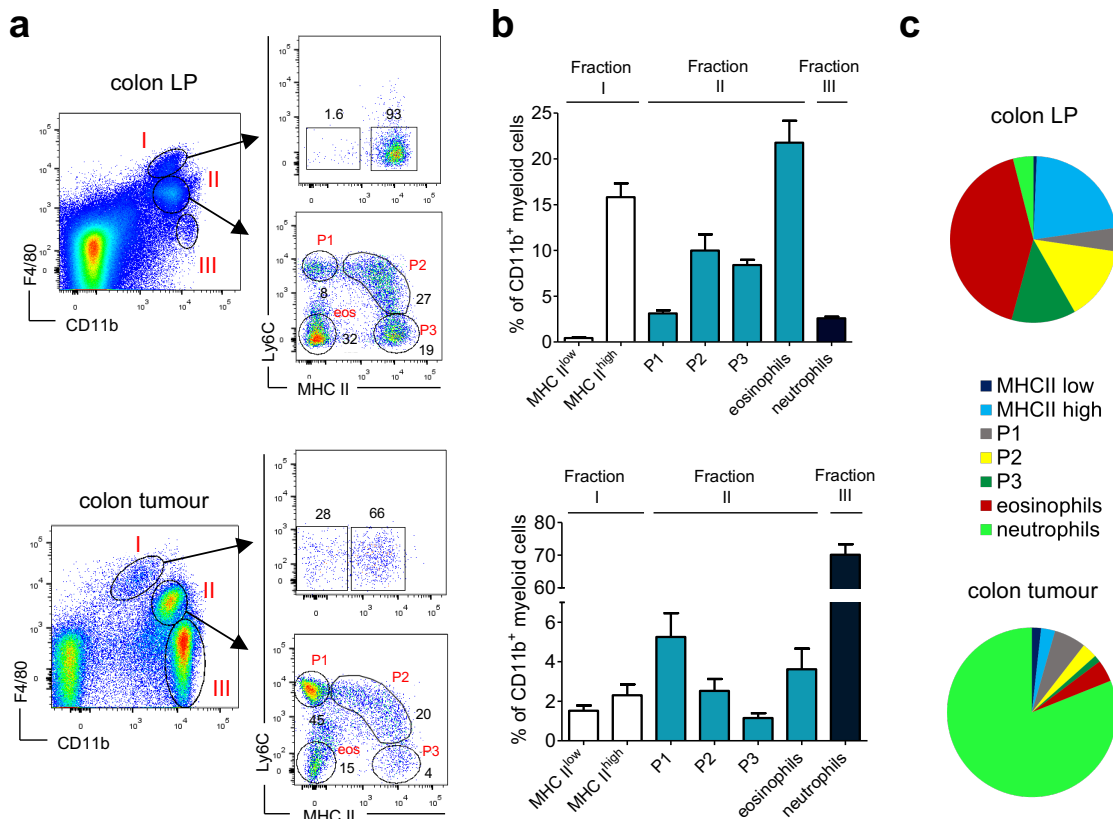

**Supplementary Fig. 1: Myeloid cell heterogeneity in colon LP and spontaneous colon tumours.** Tumour myeloid cell subpopulations were analysed in spontaneous colon adenomas obtained from 5 months old *Apc*<sup>Min/+</sup> mice and were compared to colon LP cells of aged-matched WT C57BL/6 mice (a) Flow cytometry representative dot plots of colon LP (upper panel) and tumour cell subpopulations (lower panel). Three different myeloid fractions (I-III) are defined by the differential expression of F4/80. Fraction I represents F4/80<sup>hi</sup> tissue-resident macrophages, which can be further subdivided into MHCII<sup>high</sup> and MHCII<sup>low</sup>. Fraction II contains monocytes (P1), two monocyte-derived macrophage subpopulations (P2 and P3) and eosinophils (eos), based on differential expression of MHCII and Ly6C. Fraction III consists of neutrophils. (b) Bar charts of the distinct myeloid cell subpopulations obtained from the colon LP (n=7) (upper bar chart) and 2-3 mm colon tumours (n=8) (lower bar chart). White bars: Fraction I; light blue bars: Fraction II and black bars: Fraction III. Error bars represent the s.e.m. (c) Pie charts showing the proportions of F4/80<sup>hi</sup> tissue-resident macrophages (MHCII<sup>high</sup> and MHCII<sup>low</sup>), monocytes (P1), monocyte-derived macrophages (P2-P3), neutrophils and eosinophils across colon lamina propria and tumours.

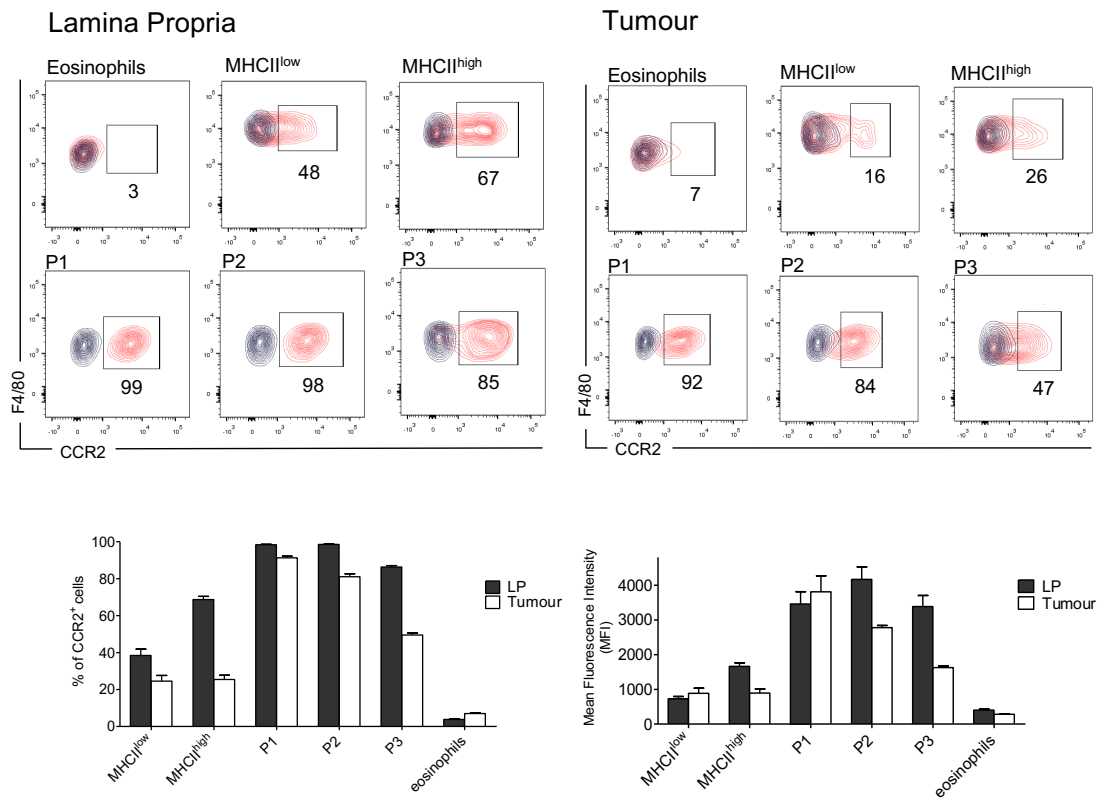

**Supplementary Fig. 2: CCR2 expression pattern of distinct colon LP and intratumoural myeloid cell subpopulations.** Representative flow cytometry analysis (upper panel) and bar charts representing the CCR2 expression levels (Mean Fluorescence Intensity (MFI), right panel) and % of CCR2 expressing cells (left panel). Black bars: LP and white bars: colon tumour. Total 6 LP and 6 colon tumours were analysed. Error bars represent s.e.m.

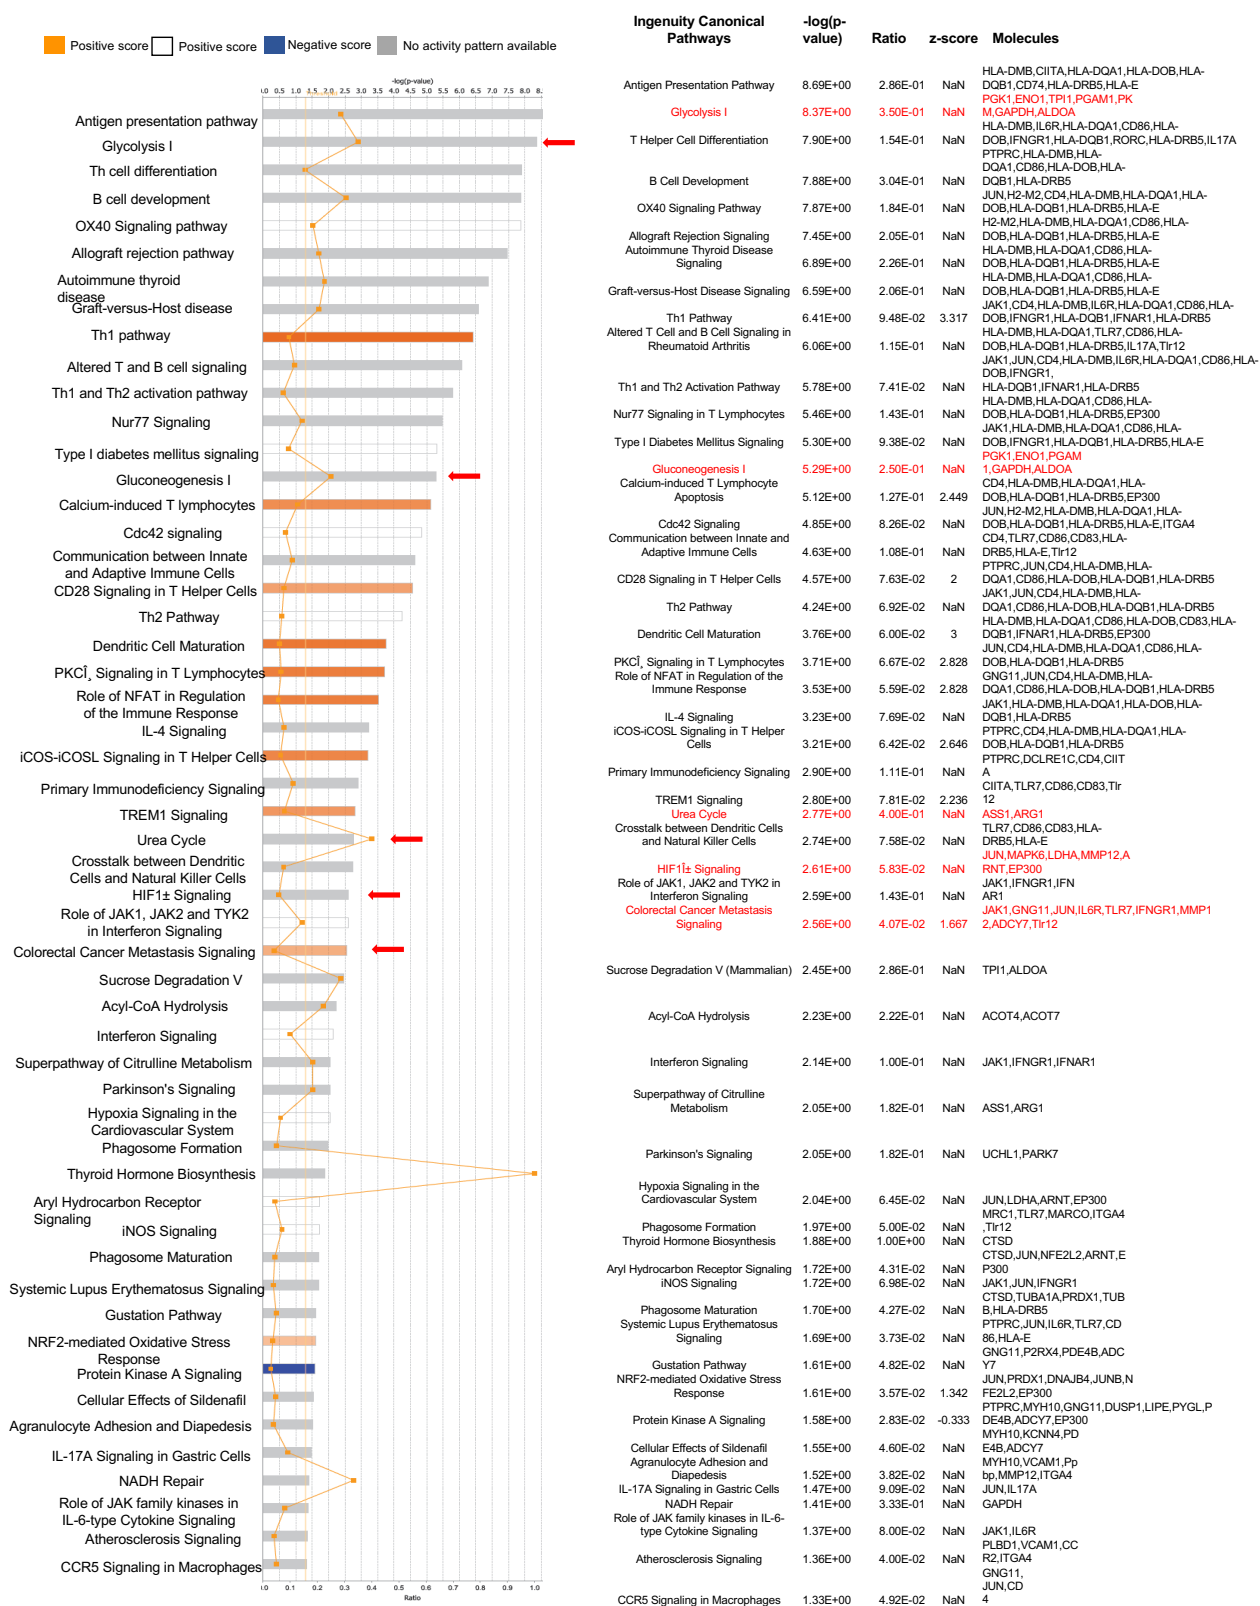

**Supplementary Fig. 3: Ingenuity® pathway analysis (IPA®) of differentially expressed genes between intratumoural F4/80<sup>hi</sup>MHCII<sup>hi</sup> and F4/80<sup>hi</sup>MHCII<sup>lo</sup> macrophages.** Bars on the left indicate the *P* values ( $-\log_{10}$ ) for pathway enrichment (axis on the top). The pathways on the bar plots are all statistically significantly enriched pathways with *p*-value < 0.05 by right-tailed Fisher's exact test ( $-\log_{10}$  *p*-value > 1.301). Red arrows highlight pathways involved in glycolysis, gluconeogenesis, urea cycle and colorectal cancer metastasis signalling. On the right, detailed information of the enriched pathways.

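Genes listed for the marked pathways in Supplementary Fig. 3 were compared between tumour MHCII low and tumour MHCII hi macrophages with limma, as log2 fold changes. All 7 genes listed for glycolysis (*Pgk1*, *Eno1*, *Tpi1*, *Pgam1*, *Pkm*, *Gapdh* and *Aldoa*) were called higher. Values for 3 of them were as follows, *Aldoa* (ENSMUSG00000030695.9, chromosome 7) with 1.05 (standard error 0.19, limma adjusted p = 0.0101), *Pgk1* (ENSMUSG00000062070.8, chromosome X) with 1.03 (standard error 0.17, limma adjusted p = 0.0043) and *Pkm* (ENSMUSG00000032294.12, chromosome 9) with 0.85 (standard error 0.16, limma adjusted p = 0.0101), all without overlap between libraries. The limma adjusted p exceeded the threshold for *Aldoa* without MHCII low library V (0.0707) and for *Pkm* without MHCII hi library VII (0.0507) or MHCII low library V (0.073), and for all 3 with only the libraries compared. The ranges of the limma adjusted p were 0.00109 to 0.255 for *Aldoa*, 3.93e-04 to 0.21 for *Pgk1* and 0.00106 to 0.26 for *Pkm*. The share of 51-base stretches that also occur in other genes was 53.8% for *Pgk1* and 25.4% for *Pkm*, so these levels are uncertain. A right-tailed Fisher's exact test gave p = 1.4e-16 for the 7 glycolysis genes among the 73 called higher, a list that the study took from these libraries. The 7 fell to 2 without MHCII low library V and in only the 12 macrophage libraries, 3 without MHCII hi library VII, 5 without MHCII hi library I, and 6 without MHCII low library I, without a filter or with libraries centred on their median. None was called with only the libraries compared (exact Fisher p = 1). Of the urea cycle genes *Arg1* was called and *Ass1* was not, at 1.12 (standard error 0.43, limma adjusted p = 0.261), with an exact Fisher p of 0.011. The study also took the urea cycle, hypoxia-inducible factor-1 and metastasis genes from these libraries, so their exact p values are not independent evidence. Voom on the recovered reads gave *Ass1* a limma adjusted p of 0.0197 and with every deposited gene 0.0256 (range 0.0197 to 0.534). The exact tests here count only genes called higher and do not address enrichment among genes changed in either direction. Of the 6 genes of hypoxia-inducible factor-1 signalling 0 were called higher (exact Fisher p = 1), a result that depended on the alternative. The pool number as a block and voom on every deposited gene, the latter chosen after the data were seen, each called 2 higher (exact p = 0.0018 and 3.1e-04). 1 gene was called with log2(RPKM + 1) (0.047), the pool number as a random effect (0.037) and voom on the same genes (0.039), and with 4 further alternatives at an exact p from 0.056 to 0.071. Of the 6, 2 were called lower, *Arnt* by −0.77 (standard error 0.14, limma adjusted p = 0.00822) and *Mapk6* by −0.61 (standard error 0.14, limma adjusted p = 0.0412). At an unadjusted p under 0.05, 2 of the 6 were higher and 4 lower. *Jun* lay lower by −0.90 (0.24, 0.0764) and *Ep300* by −0.78 (0.20, 0.0601), and *Ldha* and *Mmp12* higher, the last by 1.40 (0.54, 0.268), with standard error and limma adjusted p, and libraries of the 2 subsets did not overlap for any of the 6. With the pool number as a block the limma adjusted p was 0.0406 for *Jun* and 0.00574 for *Mmp12*. The ranges of the limma adjusted p were 0.0334 to 0.3 and 0.00574 to 0.596. Of the 9 genes of colorectal cancer metastasis signalling, 8 were tested and *Gng11* fell below the filter. None of the 8 was called higher (exact Fisher p = 1), whereas voom on every deposited gene called 2 of the 9 (exact p = 7.3e-04) and the pool number as a block 1 (0.087). *Jak1* was called lower by −0.51 (0.11, 0.0221), *Il6ra* by −0.73 (0.16, 0.0325) and *Ifngr1* by −0.65 (0.15, 0.0381), as limma values in the same order. At an unadjusted p under 0.05, 1 of the 8 was higher and 6 lower. *Tlr7* (−0.77), *Adcy7* (−0.54) and *Tlr12* (−1.27) also lay lower, with limma adjusted p of 0.11, 0.2 and 0.923 and ranges of 0.014 to 0.37, 0.0292 to 0.491 and 0.0054 to 1. Leaving out 1 library raised the limma adjusted p over the threshold for *Arnt* without MHCII low library V (0.0665), for *Mapk6* without MHCII hi library I, V, VII, MHCII low library V or VII (0.0788 to 0.188), for *Jak1* without MHCII hi library V, VII, MHCII low library V or VII (0.0506 to 0.0668), for *Il6ra* without MHCII hi library V, VII, MHCII low library V or VII (0.0564 to 0.141) and for *Ifngr1* without MHCII hi library I, VII, MHCII low library I, V or VII (0.0563 to 0.169). That of *Ep300* fell under it without MHCII low library I (0.0451). Ranges over the alternatives were 0.0012 to 0.226 for *Arnt*, 0.0151 to 0.299 for *Mapk6*, 0.00529 to 0.24 for *Jak1*, 0.00529 to 0.226 for *Il6ra*, 0.0132 to 0.253 for *Ifngr1* and 0.0221 to 0.328 for *Ep300*, each of limma adjusted p.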

**a**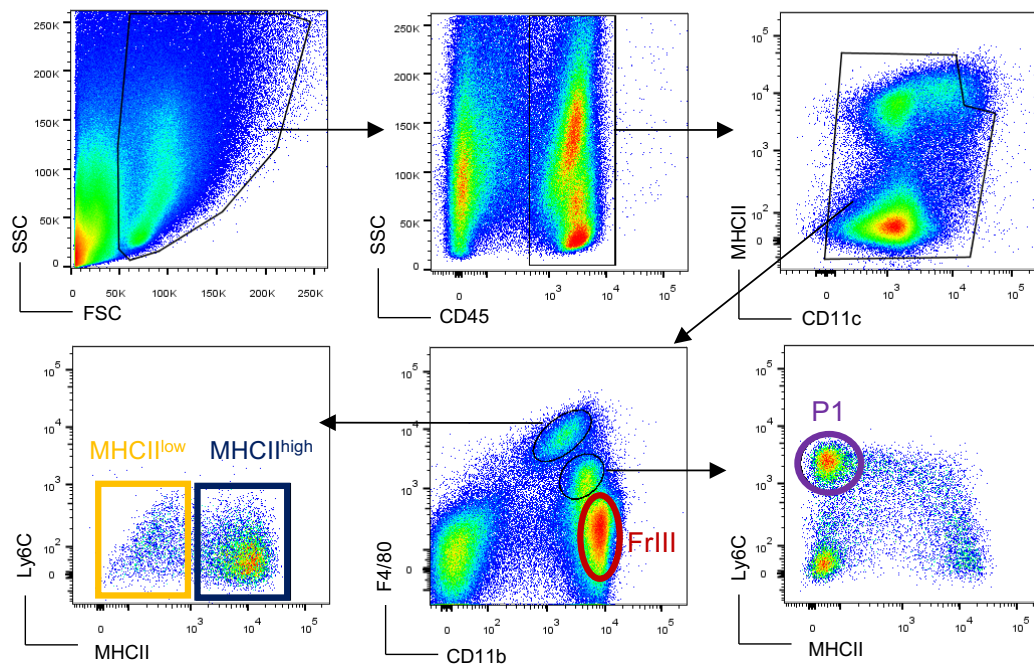**b**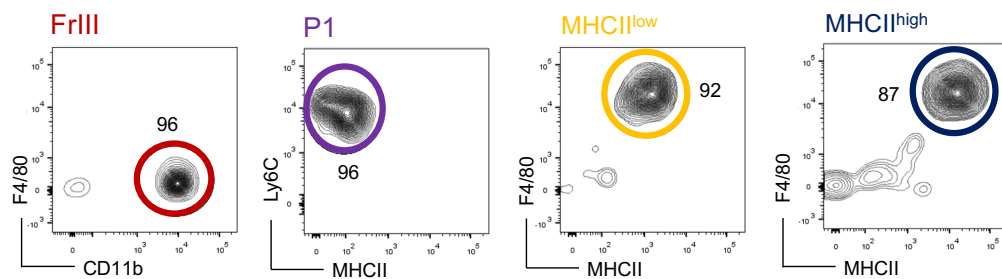

**Supplementary Fig. 4: (a) Gating strategy applied for cell sorting.** Yellow gate:  $F4/80^{hi}CD11b^{+}MHCII^{high}$ ; Blue gate:  $F4/80^{hi}CD11b^{+}MHCII^{low}$ ; purple gate:  $F4/80^{int}CD11b^{+}Ly6C^{hi}MHCII^{-}$  monocytes; red gate:  $F4/80^{-}CD11b^{+}$  neutrophils. (b) Purity of sorted fractions.

How the deposited data were processed for this re-analysis (not part of the article)

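RNA of 4 sorted myeloid populations (F4/80 hiMHCII hi macrophages, F4/80 hiMHCII low macrophages, monocytes and neutrophils) was sequenced from LP of C57BL/6J mice and from colon tumours of *Apc* Min/+ mice, with 3 libraries per population and tissue and pooled tissue of 13 to 15 mice per library. The authors prepared modified SMARTSeq v2 libraries, sequenced paired ends and aligned the reads to GRCm38/mm10 with STAR, counted them on GENCODE genes with featureCounts, and left out genes with fewer than 10 reads on average in all populations. The authors then deposited the values as log2 RPKM, with a prior count of 0.25 reads and library sizes scaled between libraries, which was read from the values themselves. The paper's own tests used limma and voom. Spike-ins had been added, but the deposited table holds 0 spike-in genes. All of its 24 columns were used.

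Whole reads were recovered from the deposited values by searching, for each gene, for the whole-number length that turned its values in all libraries into whole reads, and 100% of the 415224 values were whole reads with exactly 1 such length per gene. The reads were used for depth, for a floor of 3 reads and for alternatives, and the deposited log2 RPKM for everything else. A group in which no library exceeded 3 reads gave only a lower bound of a fold change. The depth of each library is given with the sorted populations, and the median size used in the deposited values was 27.7 M reads. Coordinates came from the GENCODE M21 annotation, matched on the Ensembl identifier without its version. Stretches of 51 bases, the length of a read, were compared between the annotated transcripts of all genes to find genes whose reads also match other genes, and overlaps of exons were counted on either strand.

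Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a trend) on 1 linear model with 8 group means, over genes with a mean RPKM of at least 1 in at least 1 group. The comparisons were tumour against LP in each of the 4 populations and in both macrophage subsets together, MHCII low against MHCII hi macrophages in tumours and in LP, and the difference of the tumour effect between MHCII low and MHCII hi macrophages. P values were adjusted with the Benjamini-Hochberg method within each comparison, with a threshold of 0.05. Gene lists were tested with fry, with p values adjusted over 40 tests. A right-tailed Fisher's exact test was used for lists among the genes higher in tumour MHCII low macrophages. Distances between macrophage libraries were tested with an exact permutation of the tissue within each MHCII level. Tables and distances were computed with python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures drawn with matplotlib 3.10.9.

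The lists were the genes of Fig. 6b and Fig. 6c as drawn, S and G2/M genes, glycolytic enzymes and transporters, hypoxia genes and the genes of the marked pathways in Supplementary Fig. 3. A further 12 lists of marker genes (fibroblast, epithelial, erythroid, B and plasma cell, T and NK cell, dendritic cell, eosinophil, neutrophil, monocyte, macrophage, female and male) were tested over the 8 comparisons, with p values adjusted over these 96 tests, and differences of the tumour effect between macrophages and monocytes or neutrophils over 10 tests. Genes named in the text were those that the paper names for the RNA sequencing, those of the lists and, for each comparison, the 3 genes with the largest rise and the 3 with the largest fall among those under the threshold whose groups did not overlap and whose higher group had a mean RPKM of at least 10, without predicted genes and immunoglobulin or T cell receptor segments. Lists, comparisons, this rule, the tests of single comparisons and the alternatives were set before the data were examined, apart from 3 alternatives named below. The tests of the marker lists, of lists for the difference of the tumour effects, and of macrophages against other cells were added later.

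The alternatives were log2(RPKM + 1) or log2(RPKM + 0.1), no filter or a mean RPKM of at least 5, quantile normalization or libraries centred on their median, only the 12 macrophage libraries or only the libraries compared, arrayWeights, the pool number as a fixed or random block, camera in place of fry, and leaving out each library in turn. For the clustering 1 − Spearman rho was a further alternative, and Euclidean distance and complete linkage were for the tree alone. Limma's voom on the recovered reads, with the same genes or with every deposited gene, and library sizes as summed reads were chosen after seeing the data. The labels call the number of each library a donor, so the pool number pairs libraries of the same tissue. As a check, deviations from the group mean were correlated over the 29 pairs of libraries with the same number and tissue, with r from −0.066 to 0.25 and a median of 0.017, and the correlation from duplicateCorrelation was 0.048. Of the 29 pairs, 5 had r over 0.1, among them 2 of the 5 pairs of macrophage libraries. Count results were compared with other splits of the same libraries, all 10 for groups of 3 against 3, and otherwise 100 splits made of the sorted one and others drawn at random.

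The methods were tested on simulated data. All reads of a simulated table of 17301 genes were recovered. Of 50 simulated clusterings of 3000 genes without a tissue effect, 3 had an exact p under 0.05, and 1 clustering with a tissue effect had an exact permutation p of 0.005. Among 12545 simulated genes of which 200 were changed, limma on log2 RPKM called 114 genes in 3 against 3 libraries, with 51.5% of the changed genes called, 89.2% of those changed by 3 on the log2 scale, and 9.65% of the calls unchanged genes. Over both subsets it called 147 genes, 69.5% of the changed ones and 100% of those changed by 3, with 5.44% of the calls unchanged genes. Voom called 135 and 165 genes in the same comparisons, with 3.70% and 3.64% of the calls unchanged genes. Both called 0 genes in a comparison without changes. Of 200 lists of unchanged genes fry gave an unadjusted p under the threshold for 2.5% and camera for 1%. The simulated genes varied independently of each other, so these values do not cover lists of correlated genes. Changed genes were drawn only from genes with reads in every group, so the shares called do not cover genes near the floor.

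Quantitative PCR, flow cytometry, histology and the raw reads were not analysed here, and principal components were not computed.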

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

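The tests used in this part to weigh explanations were chosen only after the result was seen. So were the tests of marker lists, of lists for the difference of the tumour effects, and of macrophages against other cells. The exceptions were the glycolysis list and the S and G2/M list in monocytes and neutrophils, and the regrouping of libraries of both macrophage subsets. Adjusted p values of lists are limma fry values.

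The effect of the tumour differed between the MHCII low and MHCII hi subsets, by a test of the difference itself, for 188 genes, for the Fig. 6c genes (median log2 difference 0.89), the glycolysis list (0.72) and the hypoxia list (0.45), and for *Eno1* (1.02), *Pgam1* (1.08) and *Ass1* (3.36). The difference was positive for 21 of 23, 16 of 22 and 15 of 20 genes of the lists. The hypoxia list was no longer under the threshold without LP MHCII hi library III (0.40), tumour MHCII hi library VII (0.42) or tumour MHCII low library I (0.39). Scaling of the libraries did not account for the glycolysis list, whose smallest median under the other scalings was 0.61. Other cells diluting the LP MHCII low libraries would act through the LP alone and would raise the genes of the diluting cell type there. Between LP subsets the glycolysis list differed by −0.13 (limma fry adjusted p = 0.452, 9 of 22 genes higher, 0.11 with library sizes as summed reads), the Fig. 6c genes by −0.13 and the hypoxia list by 0.01, whereas the tumour subsets, whose medians hold no LP library, differed by 0.59 (limma fry adjusted p = 3.38e-04), 0.73 and 0.68. Dendritic cell genes were lower in LP MHCII low libraries by −3.81 (−1.84 with bounds, limma fry adjusted p = 1.79e-04) and monocyte genes by −0.88 (limma fry adjusted p = 0.0331). These values bear on dilution by those cells only, not by fibroblasts or epithelium. Epithelial genes were higher there for 10 of 12 genes (median 1.10, limma fry adjusted p = 0.574). By the values of the tumour subsets, dilution did not account for the whole of the glycolysis difference. For a part of the glycolysis difference, a larger tumour effect and dilution of the LP MHCII low libraries by fibroblasts or epithelial cells cannot be told apart. The libraries used here include none of fibroblasts or epithelial cells that could size their share. Fibroblast genes were higher there for 7 of 7 genes (median 1.67, limma fry adjusted p = 0.0372) and macrophage genes lower for 9 of 10 (median −0.23, limma fry adjusted p = 0.236), which go with it. For *Ass1* the LP subsets differed by −2.24 and the tumour subsets by 1.12, and dilution was not tested. For the number of genes, 6 of the 100 splits of the 12 macrophage libraries gave as many, the sorted one included, and the largest of the others gave 556. The 5 other splits with as many genes all kept the LP libraries as sorted and regrouped the tumour libraries, whereas the 94 splits that regrouped the LP libraries gave at most 9. Of 14 other splits that part 5 pairs of libraries with the same number, as the sorted one does, 1 gave as many genes, with 194. So the number of genes may rest on the difference between the LP subsets more than on that between the tumour subsets. Of the stretches of *Eno1*, *Pgam1* and *Ass1*, 25.9%, 36.1% and 38.4% are shared with other genes, mostly *Eno1b* or pseudogenes. The genotype of the mice, and any difference in DSS treatment between the donors, are not separated from the tissue and stay open, as does a stronger response of MHCII low macrophages to the tumour.

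The effect of the tumour on cell cycle genes differed between macrophages, with both subsets together, and other myeloid cells. For the Fig. 6b genes the median log2 difference was 2.27 against monocytes and 2.04 against neutrophils (limma fry adjusted p = 6.00e-04 and 9.59e-05), positive for 21 of 21 genes in both. For the S and G2/M list it was 1.26 and 1.50 (limma fry adjusted p = 0.00101 and 6.00e-04), positive for 71 and 67 of 82 genes. A difference in preparation between tumour and LP would have raised the list in every population, but it changed by −0.10 in monocytes and −0.26 in neutrophils, or −0.08 and −0.24 with genes at the floor at their bounds. The monocyte value was 0.01 without LP monocyte library III, −0.29 without IV and −0.18 without V, and −0.04 without tumour monocyte library I and −0.17 without V. Epithelial cells carried into the tumour sorts would have raised the list most where their genes rose most, and these rose by 3.08 in monocytes and 2.87 in neutrophils, where the list did not rise. For the list in both macrophage subsets, 1 of the 100 splits gave a median as large, the sorted one, and the largest of the others was 1.10 against 1.37. A larger share of cycling macrophages in tumours is a candidate explanation that these tests leave open, together with the genotype of the mice, which is not separated from the tissue.

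The paper reports glycolytic transcripts for macrophages only. The glycolysis list was also higher in tumour than LP monocytes, by 0.69, and neutrophils, by 0.90, with 11 and 18 of its 22 genes higher and 1 and 0 lower, adjusted over the list alone. The smallest median in neutrophils under the other scalings was 0.43, with library sizes as summed reads, so scaling did not account for it. The effect in macrophages did not differ by the test of the difference, with 0.18 against monocytes (limma fry adjusted p = 0.98, 14 of 22 genes higher) and −0.33 against neutrophils (limma fry adjusted p = 0.137, 9 of 22 higher). For both macrophage subsets together 1 of the 100 splits gave a median as large, the sorted one, with 0.78 as the largest of the others against 0.89. A response of every myeloid cell in the tumour, and not of resident macrophages alone, is consistent with these values. It may reflect the tumour milieu, and the genotype and any difference in DSS treatment of the donors stay open.

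Fibroblast genes, outside those the paper discusses, were lower in tumour than LP libraries of every population. The median log2 fold change of the 7 genes tested of 8 was −5.93 in MHCII hi macrophages, −7.15 in MHCII low macrophages, −9.74 in monocytes and −9.84 in neutrophils, with genes at the floor at their bounds −5.50, −6.46, −5.99 and −5.10. All 7 genes were lower in each (limma fry adjusted p = 2.67e-07, 3.01e-08, 3.87e-09 and 3.64e-08), and between LP subsets they were higher in MHCII low macrophages by 1.67 (limma fry adjusted p = 0.0372). Of the 7 genes all reached a mean RPKM of 1 in a macrophage group, none is in another marker list and none is named by the study. *Dcn* stood at 4.72 ± 0.75 log2 RPKM (mean ± SD, n = 3) in LP MHCII low and −2.80 ± 2.13 in tumour MHCII low macrophages, and *Col3a1* at 2.21 ± 0.85 and −3.68 ± 1.81. Reads of the list made up between 0.00751% and 0.0239% of the reads of LP groups and between 7.61e-05% and 5.01e-04% of those of tumour groups. Every fibroblast gene tested was above 3 reads in all 12 LP libraries, so RNA of fibroblasts carried into the LP sorts is a candidate explanation. A difference in these transcripts within myeloid cells was not tested.

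Erythroid genes were higher in tumour than LP libraries of every population, with medians over 4 genes tested of 6 of 5.10 in MHCII hi macrophages, 5.29 in MHCII low macrophages, 4.07 in monocytes and 7.88 in neutrophils. With genes at the floor at their bounds these were 1.61, 0.96, 4.07 and 3.37, and 4, 3, 4 and 4 genes were higher (limma fry adjusted p = 3.57e-04, 4.68e-04, 0.00152 and 3.26e-07). Only 1 of the 4 reached a mean RPKM of 1 in a macrophage group, and none is in another list or named by the study. *Hbb-bs*, the most abundant, had at least 22 reads in every tumour library and at most 4 in every LP library, and was at least 9.01-fold higher in MHCII hi macrophages, 8.78-fold in MHCII low macrophages and 26.3-fold in neutrophils. The globin genes share reads with each other, 53.1% of stretches for *Hbb-bs*, so single levels are uncertain. RNA of red blood cells carried into the tumour sorts is a candidate explanation, and bleeding in tumours was not tested.

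Epithelial genes were higher in tumour than LP monocytes by 3.08 and neutrophils by 2.87, with all 12 genes higher in both (limma fry adjusted p = 0.0372 and 0.0385). In macrophages their medians were 1.21 in the MHCII hi (9 of 12 higher, limma fry adjusted p = 0.557) and 0.65 in the MHCII low subset (8 of 12, limma fry adjusted p = 0.702), the last 0.56 with bounds. Of the 12 genes 9 reached a mean RPKM of 1 in a macrophage group, and none is in another list or named by the study. *Krt8* stood at 6.09 ± 0.89 log2 RPKM (mean ± SD, n = 3) in tumour and 2.46 ± 1.01 in LP monocytes, and the list made up 0.0541% of the reads of tumour monocytes and 0.0283% of those of tumour neutrophils. RNA of tumour epithelium carried into the tumour sorts is consistent with a rise of all 12 genes, and no biological explanation was tested.

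Genes of B and plasma cells were lower in tumour than LP monocytes by a median log2 fold change of −6.53 (−4.62 with genes at the floor at their bounds) and neutrophils by −6.36 (−4.92 with bounds), with 7 of 8 genes lower in both (limma fry adjusted p = 0.00174 and 0.00252). In macrophages the medians were −2.48 and −1.99 (limma fry adjusted p = 0.413 and 0.299). Of the 8 genes tested of 10, 6 reached a mean RPKM of 1 in a macrophage group, and none is in another list or named by the study. *Jchain* stood at 9.18 ± 1.00 log2 RPKM in LP and 1.29 ± 3.43 in tumour neutrophils. No explanation was tested for these genes.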

How the results depend on the processing

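Of the alternatives below, voom on the recovered reads with the same genes or with every deposited gene, and library sizes as summed reads, were chosen only after the data were seen. The 15 counts of changed genes stayed within 1.5 times the reported count in 145 of 193 values under the alternatives and in 85 of 108 with 1 library left out. For 25 results of lists, 333 of 352 values kept direction and side of the threshold, with 1 weaker, 11 stronger and 7 reversed, and 167 of 180 did with 1 library left out, with 3 weaker, 2 stronger and 8 reversed. For 136 results of named genes, 1565 of 1773 did under the alternatives, with 71 weaker, 136 stronger and 1 reversed, and 758 of 900 with 1 library left out, with 133 weaker, 7 stronger and 2 reversed. Counts are given as genes higher and lower, and list values as medians. Unless said otherwise the cause was not tested.

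With log2(RPKM + 1) the count was 1655 higher in tumour than LP MHCII hi macrophages, 111 lower between tumour subsets, 738 higher between LP subsets and 473 for the difference of the tumour effects, and with log2(RPKM + 0.1) 429 higher between LP subsets. With quantile normalization it was 142 and 136 between tumour subsets, 510 higher between LP subsets, 1423 lower in neutrophils and 338 for the difference. With only the 12 macrophage libraries it was 22 and 33 between tumour subsets and 87 for the difference, and with only the libraries compared 0 and 0 between tumour subsets (1485 genes with an unadjusted p under 0.05) and 1366 lower in neutrophils. These 2 fits hold fewer libraries to estimate the spread. With arrayWeights it was 1743 higher in MHCII hi macrophages, 123 and 174 between tumour subsets, 633 and 1283 between LP subsets, 963 and 906 in monocytes, 1030 and 1595 in neutrophils and 433 for the difference. With the pool number as a fixed block it was 145 and 159 between tumour subsets and 156 higher between LP subsets. Among named results this block otherwise changed only *Ldha*, *Jun* and *Mmp12* between tumour subsets, *Aqp1*, *Lyve1* and *Ifit1bl1* between LP subsets and the sign of the difference for *Arg1* (−0.26), and as a random effect it moved no count by over 1.5 times. With voom on the recovered reads it was 1832 higher in MHCII hi macrophages, 156 lower between tumour subsets, 741 and 1099 between LP subsets, 965 higher in monocytes, 1394 lower in neutrophils and 539 for the difference. With every deposited gene it was 1833, 133 lower, 829 higher, 957, 1305 and 477 in the same order. With library sizes as summed reads it was 157 and 41 between tumour subsets, 683 and 388 between LP subsets and 811 and 4291 in neutrophils.

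Counts over the 6 fits that each left out 1 library ran from 21 to 99 higher and 10 to 120 lower between tumour subsets, 108 to 280 and 409 to 735 between LP subsets, 381 to 554 and 378 to 518 in monocytes. They ran from 756 to 866 and 1102 to 1413 in MHCII hi macrophages, 1085 to 1344 and 1201 to 1436 in MHCII low macrophages, and 1399 to 1602 and 1990 to 2408 in neutrophils. Over 12 such fits they ran from 1800 to 1959 and 2020 to 2172 in both subsets and from 80 to 311 for the difference of the tumour effects. The lowest value for the difference came without tumour MHCII low library V, with 83 without LP MHCII hi library IV, 91 without LP MHCII hi library V or tumour MHCII hi library VII, and 98 without LP MHCII hi library III, and the highest came without LP MHCII low library III. The lowest counts between tumour subsets came without tumour MHCII low library V. Those between LP subsets came without LP MHCII low library II for genes higher and LP MHCII hi library III for genes lower, and those in monocytes without tumour library I and LP library V.

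Among lists, the glycolysis list in MHCII hi macrophages came under the threshold with camera (0.46), quantile normalization (0.57), arrayWeights (0.56) and library sizes as summed reads (0.58), and ran from 0.35 to 0.66 with 1 library left out. The S and G2/M list between tumour subsets did with camera (0.41), log2(RPKM + 1) (0.30) and voom (0.47). With 1 library left out it ran from 0.23 to 0.75, and 5 of the 6 fits kept the list over the threshold while the other brought it under. The same list in neutrophils did with a mean RPKM of at least 5 (−0.40), only the libraries compared (−0.26) and summed reads (−0.72). It reversed with quantile normalization (0.00103), as it did in monocytes (0.0337), where it ran from −0.29 to 0.0106 with 1 library left out. Between LP subsets it reversed to −4.53e-05 without a filter and with a mean RPKM of at least 5. The glycolysis list between LP subsets came under the threshold with only the libraries compared (−0.13) and reversed with summed reads (0.11). For the difference of the tumour effects the Fig. 6b genes reversed with quantile normalization (−0.0568) and summed reads (−0.10) and ran from −0.10 to 0.32 with 1 library left out. The S and G2/M list ran from −0.0370 to 0.35. The hypoxia list was over the threshold with summed reads (0.34) and ran from 0.39 to 0.52. The Fisher's exact test of the glycolysis list gave p = 1 with only the libraries compared, where no gene was called, and from 3e-14 to 5.7e-04 with 1 library left out. Among named genes, *Pgk1* in MHCII hi macrophages ran from −0.11, without tumour MHCII hi library V, to 0.26, and the difference for *Arg1* from −0.11, without LP MHCII low library II, to 1.57.

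The remaining lists kept their direction and side of the threshold under all alternatives run. The Fig. 6b genes ran from 0.93 to 1.85 in MHCII hi and 1.39 to 2.59 in MHCII low macrophages, the S and G2/M list from 0.64 to 1.21 and 0.65 to 1.71, the Fig. 6c genes from 0.60 to 0.78 and 1.36 to 1.85 and the hypoxia list from 0.30 to 0.53 and 0.69 to 1.28. The glycolysis list ran from 1.12 to 1.35 in MHCII low macrophages, 0.46 to 0.73 between tumour subsets, 0.53 to 0.78 in monocytes, 0.43 to 1.14 in neutrophils and 0.61 to 0.85 for the difference of the tumour effects. The difference in distance between macrophage groups ran from 0.0419 to 0.0724, each with an exact permutation p of 0.005, the smallest that the arrangements can give. That p bears on a tissue effect only, not on its size against the MHCII effect. The calls that camera made on lists held under fry except for the glycolysis list in MHCII hi macrophages and the S and G2/M list and Fig. 6b genes between tumour subsets. Euclidean distance and complete linkage gave trees only and no value of this difference, and the fixed block was run only between subsets of the same tissue and for the difference, where libraries share pool numbers.

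For genes without reads in some libraries, such as *Nek2*, *Nek3*, *Retnla* and the globin genes, the prior count of 0.25 reads fixed part of the size of the change.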

Differences from the paper's values

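None of the comparisons in this part was a test chosen after the result was seen, apart from voom on the recovered reads and library sizes as summed reads. Supplementary Fig. 3, read by eye, lists about 2 genes for the urea cycle, and 1 of them differed here between tumour MHCII low and MHCII hi macrophages under the limma threshold. None of the alternatives set before the data were examined closed the gap, with 0 genes in only the 12 macrophage libraries, in only the libraries compared, and without tumour MHCII hi library VII or tumour MHCII low library V, and 1 in the others. Voom on the recovered reads, with the same genes or with every deposited gene, gave 2, and was chosen after seeing the values.

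For hypoxia-inducible factor signalling the figure lists about 6 genes (Supplementary Fig. 3, read by eye), and 2 differed here. Quantile normalization and the pool number as a fixed block, with 5 genes each, and arrayWeights, with 4, came within 1.5 times of the paper's value, and the other alternatives set before the data were examined, with 0 to 3 genes, did not. Voom on the recovered reads, chosen after seeing the values, gave 5 genes with the same genes tested and 6 with every deposited gene.

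For colorectal cancer metastasis signalling the figure lists about 9 genes (Supplementary Fig. 3, read by eye), and 3 differed here, of 8 tested. None of the alternatives set before the data were examined closed the gap, the nearest being 5 genes with log2(RPKM + 1) and with the pool number as a fixed block. Voom on the recovered reads, chosen after seeing the values, gave 7 genes with the same genes tested and 9 with every deposited gene. The paper states that these 2 signalling pathways were upregulated in MHCII low cells, whereas 4 of the 6 and 7 of the 8 genes lay lower in these cells here.

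The paper states that cell cycle genes were higher in tumour macrophages of both subsets. Under the limma threshold *Cdk1* was not called in MHCII hi (0.42) or MHCII low macrophages (0.0709), *E2f2* not in MHCII hi (0.743), *Nek3* not in MHCII low (0.492), *Nek4* in neither (0.752 and 0.184) and *Mcm2* in neither (0.077 and 0.0519), all as limma adjusted p. The same held in MHCII hi macrophages for *Cdc20* (0.0602), *Cdc25c* (0.0545), *Mcm3* (0.0651) and *Mcm5* (0.0633). In MHCII hi macrophages log2(RPKM + 1), only the libraries compared and both forms of voom called *Cdk1*, *Cdc20*, *Cdc25c*, *Mcm2*, *Mcm3* and *Mcm5*. For the last 5 genes log2(RPKM + 0.1), quantile normalization and arrayWeights did so as well. A mean RPKM of at least 5 called *Cdc20* and *Mcm5*, only the 12 macrophage libraries *Cdc20*, *Cdc25c* and *Mcm2*, and library sizes as summed reads *Cdc25c* and *Mcm3*. Without tumour library I *Mcm3* was called, and without LP library III *Mcm5*. In MHCII low macrophages both log2 pseudocounts and both forms of voom called *Cdk1*, *Mcm2* and *Nek4*, and quantile normalization, the 12 macrophage libraries, only the libraries compared and arrayWeights *Cdk1* and *Mcm2*, the latter also with a mean RPKM of at least 5. No alternative called *E2f2* in MHCII hi or *Nek3* in MHCII low macrophages, or *Nek4* in MHCII hi macrophages.

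The paper states that genes of glycolysis and arginine metabolism were higher in tumour than LP macrophages. For *Arg1* it also used quantitative PCR and flow cytometry of ARG1, which were not analysed here. In MHCII hi macrophages *Gapdh* (0.244), *Ldha* (0.23), *Arg1* (0.112), *Arg2* (0.208) and *Ass1* (0.0958) were not under the limma threshold, as limma adjusted p. arrayWeights called all 5, quantile normalization *Gapdh*, only the libraries compared *Arg1* and *Ass1*, log2(RPKM + 1) and both forms of voom *Ass1*, and leaving out tumour library VII *Gapdh* and *Arg2*. The paper states that MHCII low macrophages expressed the highest levels of key glycolytic genes. Among macrophage groups this held here for *Eno1*, *Gapdh*, *Tpi1*, *Pgam1* and *Ldha*, but for 15 of the 22 genes of the glycolysis list. The paper reports *Mmp12* as higher in both tumour subsets by quantitative PCR, a measure unlike the sequencing used here. In MHCII hi macrophages it rose here by 1.46 (limma adjusted p = 0.0648), and 9 of 19 alternatives called it, among them both pseudocounts, quantile normalization, arrayWeights and both forms of voom.

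The paper states that its tree marked off the MHCII hi and MHCII low populations, and that the pairs of a tissue were always closer than the same population across tissues. Here the tree also paired the subsets by tissue, under every setting run for the tree, at 0.14 in the LP and 0.109 in tumours in the main one. Neither tumour subset formed a cluster, except tumour MHCII hi libraries without a filter. The distances of single pairs overlapped in the LP. For LP MHCII hi libraries III and IV the largest distance to an LP MHCII low library (0.159 and 0.144) exceeded the smallest to a tumour MHCII hi library (0.154 and 0.142).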

Other observations

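In this part the tests of sex, of carried-over neutrophils or monocytes and of regrouped libraries of both macrophage subsets were set before their results were seen, and all other tests were chosen only after the result was seen.

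Other splits of the same libraries were counted for each number of changed genes. Of the 10 splits of 3 against 3 libraries only 1, the sorted one, gave as many genes in tumour against LP MHCII hi macrophages, where the largest other split gave 1 gene, in MHCII low macrophages (largest other 6), between tumour subsets (12), between LP subsets (4), in monocytes (10) and in neutrophils (177). With 10 splits this share cannot fall under 0.1, so these counts and chance cannot be told apart by the splits alone. For both macrophage subsets together 1 of the 100 splits gave as many genes, the sorted one, and the largest other gave 1452 against 4358. The sorted split of the tumour subsets parts 3 pairs of libraries with the same number, and the 3 other splits that part as many gave at most 2 genes. That of the LP subsets parts 2 pairs, and the 3 others that do gave at most 4.

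A difference in the sex of the pooled mice would move *Xist* and chromosome Y genes by more than the spread between pools. Over both macrophage subsets *Xist*, the 1 gene tested of 2 female genes, differed between tumour and LP by 0.0886 and the 3 chromosome Y genes tested of 4 by a median of −0.84 (limma fry adjusted p = 0.994 and 0.739). No shift in sex beyond the spread between pools was thus seen, but that spread was wide. The log2 balance of *Xist* to *Ddx3y* and *Eif2s3y* was 3.01 and 3.68 in tumour MHCII hi and MHCII low libraries V. In libraries I it was −0.89 and −0.83. A smaller imbalance of sex between the tissues is therefore not excluded. All of the sex genes tested are expressed in macrophages.

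Neutrophils or monocytes carried into the tumour MHCII low gate were tested as a source of the genes higher in tumour MHCII low than MHCII hi macrophages. The neutrophil genes needed a median of 0.0428% of their level in tumour neutrophils, whereas the 73 genes called higher needed 20%, and 4 of the 73 lay within the highest share of a neutrophil gene, 0.41%. The monocyte genes needed 0.0207% of their level in tumour monocytes and the 73 genes 31.3%, and 0 of the 73 lay within the highest share, 0.566%. Carried-over cells of these kinds are therefore unlikely to be the source of the 73 genes as a set.

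The other marker lists gave the following medians, none of them with a gene in another marker list. Of 10 macrophage genes, all expressed in a macrophage group and 1 named by the study, the median was 0.39 (limma fry adjusted p = 0.0455) in MHCII hi and 0.63 (limma fry adjusted p = 0.0372) in MHCII low macrophages from LP to tumour, −0.48 (limma fry adjusted p = 0.236) between tumour subsets and −0.23 (limma fry adjusted p = 0.236) between LP subsets. Of 6 monocyte genes, 3 expressed in a macrophage group and 1 named by the study, it was −3.83 (limma fry adjusted p = 6.18e-04), −0.70 (limma fry adjusted p = 0.406), 0.93 (limma fry adjusted p = 0.761) and −0.88 (limma fry adjusted p = 0.0331) in the same order. Of 9 neutrophil genes, 4 expressed in a macrophage group, it was 0.13 (limma fry adjusted p = 0.878), 2.69 (limma fry adjusted p = 0.0306), 2.32 (limma fry adjusted p = 0.11) and 0.05 (limma fry adjusted p = 0.878), with bounds 1.88 for the second and 2.02 for the third. Of 5 dendritic cell genes tested of 8, 4 expressed in a macrophage group, it was −2.52 (limma fry adjusted p = 0.00843), 0.57 (limma fry adjusted p = 0.912), −1.33 (limma fry adjusted p = 0.26) and −3.81 (limma fry adjusted p = 1.79e-04), with bounds 0, −0.56 and −1.84 for the last 3. Of 3 eosinophil genes tested of 7, all expressed in a macrophage group, it was −0.33 (limma fry adjusted p = 0.954) and −0.42 (limma fry adjusted p = 0.761) from LP to tumour. Of 6 T and NK cell genes tested of 10, 3 expressed in a macrophage group, it was −0.85 (limma fry adjusted p = 0.69) and 2.02 (limma fry adjusted p = 0.27), the last 1.91 with bounds.

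The balance of *Xist* to the chromosome Y genes *Ddx3y* and *Eif2s3y* (log2 difference) was −2.13, 1.18 and 0.49 in LP MHCII low libraries II, III and IV, and −1.39, 0.82 and 0.38 in LP MHCII hi libraries III, IV and V. In LP monocyte libraries III, IV and V it was −2.83, 0.90 and 0.51. A numbering of the LP MHCII low pools 1 below that of the other LP pools is a candidate explanation for this order. Without the sex genes, the correlation of deviations between libraries so matched was 0.0267, against −0.0238 to 0.0267 over the 6 ways to match them. The numbering and chance thus cannot be told apart with 3 pools per group, and the numbers of the labels were used throughout.

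Some genes that the paper studied by other methods were read in the libraries as log2 fold changes from LP to tumour. Values are for MHCII hi and then MHCII low macrophages, with limma adjusted p. The paper measured *Csf1* in colon LP and polyps, not in sorted cells, and blocked the receptor encoded by *Csf1r* with an antibody. *Mmp2* changed by 1.93 (0.00733) and 4.06 (3.82e-06), *Mmp9* by 3.03 (3.14e-04) and 4.26 (5.47e-06), and *Mmp12* by 1.46 (0.0648) in MHCII hi macrophages, where 9 of 19 alternatives put the limma adjusted p under the threshold (0.00224 to 0.232). The difference between the 2 effects on *Mmp12* was 3.80 (standard error 0.77, limma adjusted p = 0.0153). *Csf1* changed by 2.18 (7.47e-04) and 2.87 (3.39e-05) and *Csf1r* by 0.69 (0.00158) and 0.52 (0.0103), the latter with 14.3% of its stretches shared with other genes. In MHCII low macrophages *Csf1r* was under the threshold in 16 of 19 alternatives, the exceptions being those without LP library IV (0.0617) or tumour library V (0.0594) and with only the libraries compared (0.132), as limma adjusted p. *Ccr2* changed by −0.81 (0.131) and 0.82 (0.111) and was lower in LP MHCII low than LP MHCII hi macrophages, with −3.10 (limma adjusted p = 2.54e-05).

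In all 12 tumour libraries 18 genes were higher, and 40 lower, than in all 12 LP libraries. Among those chosen after their values were seen, *Pla2g2a* had at least 44 reads in every tumour library and at most 2 in every LP library. LP monocyte libraries III and V held 32067 and 8117 reads of *Krt5*, against 58 in library IV, and 53574 and 13379 reads of *Krt14*, against 170. LP MHCII low library II held 32258 reads of *Lyve1*, against 1694 and 2197 in libraries III and IV. These genes were named after their values were seen, and no explanation was tested.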
